# Wnt/Beta-catenin/Esrrb signalling controls the tissue-scale reorganization and maintenance of the pluripotent lineage during murine embryonic diapause

**DOI:** 10.1038/s41467-020-19353-0

**Published:** 2020-10-30

**Authors:** Rui Fan, Yung Su Kim, Jie Wu, Rui Chen, Dagmar Zeuschner, Karina Mildner, Kenjiro Adachi, Guangming Wu, Styliani Galatidou, Jianhua Li, Hans R. Schöler, Sebastian A. Leidel, Ivan Bedzhov

**Keywords:** Embryology, Embryonic stem cells

## Abstract

The epiblast, which provides the foundation of the future body, is actively reshaped during early embryogenesis, but the reshaping mechanisms are poorly understood. Here, using a 3D in vitro model of early epiblast development, we identify the canonical Wnt/β-catenin pathway and its central downstream factor Esrrb as the key signalling cascade regulating the tissue-scale organization of the murine pluripotent lineage. Although in vivo the Wnt/β-catenin/Esrrb circuit is dispensable for embryonic development before implantation, autocrine Wnt activity controls the morphogenesis and long-term maintenance of the epiblast when development is put on hold during diapause. During this phase, the progressive changes in the epiblast architecture and Wnt signalling response show that diapause is not a stasis but instead is a dynamic process with underlying mechanisms that can appear redundant during transient embryogenesis.

## Abstract (web summary)

Embryonic diapause is a state of dormancy with poorly understood mechanisms of embryo intrinsic regulation. Here, the authors show that murine diapause is a dynamic process, where tissue-scale reorganization of the pluripotent lineage is controlled in an autocrine manner by the Wnt/b-catenin/Esrrb signalling cascade.

## Introduction

The unbiased developmental capacity of the pre-implantation epiblast to form all somatic lineages, including the germline, is referred to as naive pluripotency^1^ and morphologically; the naive epiblast is often described as a simple ball of cells. This ball of pluripotent cells undergoes extensive architectural reorganisation during early embryogenesis to provide the foundation of the future body, but the mechanisms that control the tissue-scale architecture of the epiblast are still poorly understood.

During the pre-implantation stages, pluripotent cells emerge as the result of two subsequent cell fate decisions together with two extra-embryonic tissues: the trophectoderm that later gives rise to the placenta and the primitive endoderm that forms the yolk sac. In mice, by embryonic day four and a half (E4.5), the specification of these three lineages is completed, establishing a mature blastocyst^2^. After the E4.5 embryo hatches from its glycoprotein envelope (Zona pellucida), it comes into direct contact with the mother and initiates implantation into the uterine wall. The attachment of the blastocyst to the uterine surface happens in a restricted period of time known as the implantation window, and this window is determined primarily by the effects of two hormones, ovarian oestrogen and progesterone. Normally, the uterine surface is covered by an anti-adhesive layer of mucins, which functions as a barrier against pathogens, but a temporary spike in the levels of ovarian oestrogen at day 4 of pregnancy leads to the removal of this protective layer, establishing a limited receptive phase that allows the embryo to adhere to the uterine wall. In turn, the cells of the endometrial stroma rapidly proliferate and transform into polyploid decidual cells to support further embryo development by mediating the exchange of nutrients and gases and modulating the entry of immune cells^3,4^. At the same time, the decidua completely engulfs and conceals the implanting embryo, making the peri-implantation development inaccessible for direct studies. Yet, within 24 h, from E4.5 to E5.5, the hollow-shaped blastocyst radically changes its morphology, forming an egg cylinder. During this transition, the naive pluripotent state is dismantled and transforms into formative pluripotency, which has been suggested to capacitate the epiblast for further somatic and germ cell lineage specification^5^.

Interestingly, the normal pace of blastocyst development can be put on hold without compromising the pluripotent properties of the epiblast. In an adaptive response to environmental factors that lead to reduced production of ovarian oestrogen, the uterine environment can reside in a non-receptive state, precluding embryo attachment to the uterine wall. Consequently, the embryonic development arrests at the blastocyst stage, and the embryo enters into a reversible state of biosynthetic/metabolic dormancy, known as diapause. In diapause, the transition from naive to formative pluripotency is also halted, maintaining the naive epiblast into a so-called paused state^6,7^. Embryonic diapause can be experimentally induced via ovariectomy or administration of antiestrogenic drugs and sustained for a couple of weeks in mice. The embryo can exit dormancy upon an oestrogen infusion that renders the uterine endometrium in a receptive state, which enables blastocyst attachment and delayed implantation^8^.

In previous studies, experimentally inducing diapause was found to increase the efficiency of embryonic stem (ES) cell derivation^9,10^. ES cells are derived from blastocyst-stage embryos and capture the characteristics of the pre-implantation epiblast in vitro. Homogenous ES cell population uniformly expressing naive makers, such as Nanog and Esrrb, can be established and maintained in chemically defined N2B27 medium supplemented with Mek and Gsk3 inhibitors (ground-state culture conditions). Inhibiting Mek suppresses the pro-differentiation Fgf/Erk signals, while inhibiting Gsk3 stabilises β-catenin, boosting the canonical Wnt signalling that relieves Tcf3-mediated transcriptional suppression of pluripotency factors^11,12^. ES cells grown in the presence of these two inhibitors (2i) are transcriptionally and functionally similar to the E4.5 epiblast^13^.

Upon withdrawal of 2i from the culture medium, the ES cells downregulate naive makers and exit the pluripotent ground state. In vivo, this transition takes place during the peri-implantation stages, between E4.5 and E5.5, as the epiblast is transformed from a simple ball of cells into a cup-shaped epithelium. This process is characterised by de novo establishment of epithelial polarity and the formation of an apical domain facing a central luminal space (proamniotic cavity). The proper orientation of the apical–basal axis depends on signalling cues provided by the surrounding basement membrane (BM) via integrin receptors expressed on the surface of the epiblast cells^14^. The epithelialization of the pluripotent lineage can be recapitulated in vitro using ES cells grown in a hydrogel of the extracellular matrix (ECM). This three-dimensional (3D) environment mimics the BM niche, enabling similar ES cell self-organisation as the developing E4.5–E5.5 epiblast^14^.

As the establishment of epithelial polarity in the epiblast coincides with exit of naive pluripotency during the transition from pre- to post-implantation development, this suggests that the appearance of the pre-implantation epiblast as a ball of non-polarised cells is controlled by pluripotency-associated factors and signalling circuits. Here, we aimed to identify and dissect the signalling cascades and downstream factors that control the morphogenesis of the pluripotent lineage both in vitro—in ground-state ES cells, as well as in vivo—in the pre-implantation epiblast. We find that in vitro, the canonical Wnt/β-catenin signalling negatively regulates ES cells epithelialization via its downstream target—the naive transcription factor Esrrb. In vivo, Wnt signalling is activated in an autocrine manner in the pre-implantation epiblast, controlling the self-organisation and maintenance of the pluripotent lineage during diapause.

## Results

### Active Wnt/β-catenin signalling blocks the establishment of epithelial polarity in a 3D in vitro model of early epiblast development

The E4.5 epiblast is a ball of pluripotent cells that express naive transcription factors, such as Nanog, that are quickly downregulated as the blastocyst implants and transforms into an egg cylinder. During this transition, the pluripotent lineage undergoes epithelialization, marked by the emergence of Par6-positive apical domain facing the proaminiotic cavity in the centre of the E5.5 epiblast (Fig. 1a). In order to model epiblast morphogenesis in vitro, we utilised a previously established 3D culture method, where ES cells were grown embedded into an ECM hydrogel (Matrigel)^14^. Culturing wild-type E14 ES cells in N2B27 medium for 48 h resulted in the establishment of Par6-positive epithelial rosette-like structures with a central lumen (DMSO control; Fig. 1b, c). At the same time, the naive pluripotent state was dismantled, indicated by the downregulation of Nanog (DMSO control; Fig. 1d). In order to maintain naive pluripotency, we supplemented the medium with 2i, a combination of Mek (PD0325901) and Gsk3 (CHIR99021) inhibitors that sustained Nanog expression while simultaneously blocking the establishment of epithelial polarity (Fig. 1b–d). These observations indicate that the signalling pathways modulated by the small molecules of the 2i cocktail negatively regulate the process of epithelialization.

**Fig. 1:**
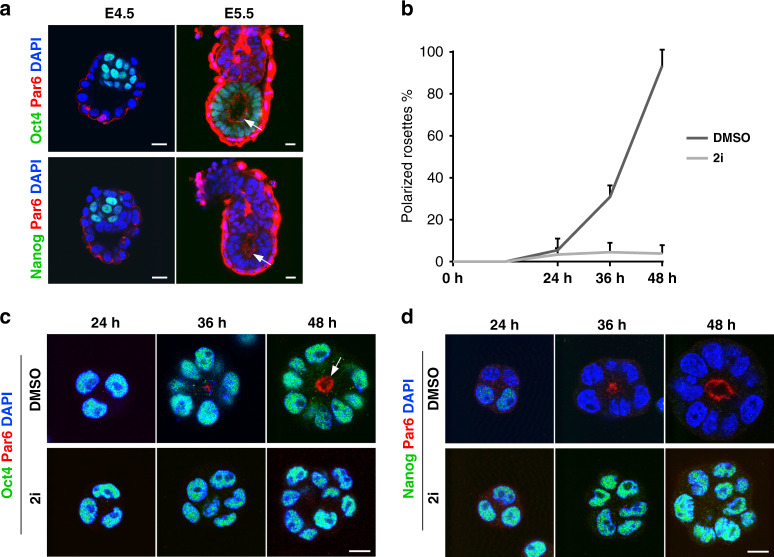
ES cells self-organisation in 3D in vitro model of early epiblast morphogenesis. **a** E4.5 blastocyst and E5.5 egg cylinder-stage embryos stained for the epithelial polarity marker Par6. The apical domain (arrow) in the E5.5 epiblast surrounds the proamniotic cavity. The epiblast is marked by Oct4 (top panel). The naive pre-implantation epiblast is marked by Nanog (bottom panel), and the nuclei are counterstained with DAPI. **b** Establishment of epithelial rosettes in 3D ES cell culture. Wild-type E14 ES cells were cultured in N2B27 medium supplemented with DMSO (control) or 2i for 24, 36 and 48 h. Data represent mean ± SD, three independent experiments. **c** Wild-type E14 ES cells grown in 3D culture conditions in the presence of DMSO or 2i for 24, 36 and 48 h and stained for Par6, Oct4 and DAPI. The apical domain surrounding the lumen is marked by an arrow. **d** Wild-type E14 ES cells grown in 3D culture conditions in the presence of DMSO or 2i for 24, 36 and 48 h and stained for Par6, Nanog and DAPI. Scale bars, 10 µm.

To discriminate which of the compounds blocks epithelialization, we cultured the cells for 48 h in the presence of DMSO (control), 2i, CHIR99021 (CH) or PD0325901 (PD). Treatment with CH alone was sufficient to block the formation of polarised rosettes, phenocopying the effects of 2i (Fig. 2a, b). As Gsk3 inhibition stimulates the canonical Wnt/β-catenin cascade, this suggested that active Wnt signalling impedes the establishment of epithelial polarity. To validate these results, we stabilised β-catenin genetically using two approaches: by deleting exon-3 of the β-catenin locus that encodes the Gsk3 phosphorylation sites, or via ectopic expression of a Gsk3-mutated β-catenin transgene^15^, where the Gsk3 phosphorylation sites (Ser-33, Ser-37, Thr-41 and Ser-45) are mutated to alanine (Fig. 2c, d). We used a β-catenin exon-3-floxed ES cell line^16^ that expresses a Cre-ERT2 transgene to generate exon-3 excision in the presence of 4-hydroxy tamoxifen (4OHT). This resulted in a block of epithelialization, which recapitulated the effects of the chemical Gsk3 inhibition (Fig. 2c, e and Supplementary Fig. 1a). Similarly, doxycycline-inducible expression of Gsk3-mutated-β-catenin in wild-type E14 ES cells phenocopied the CH treatment of the non-stimulated (-Dox) isogenic control (Fig. 2d, f).

**Fig. 2:**
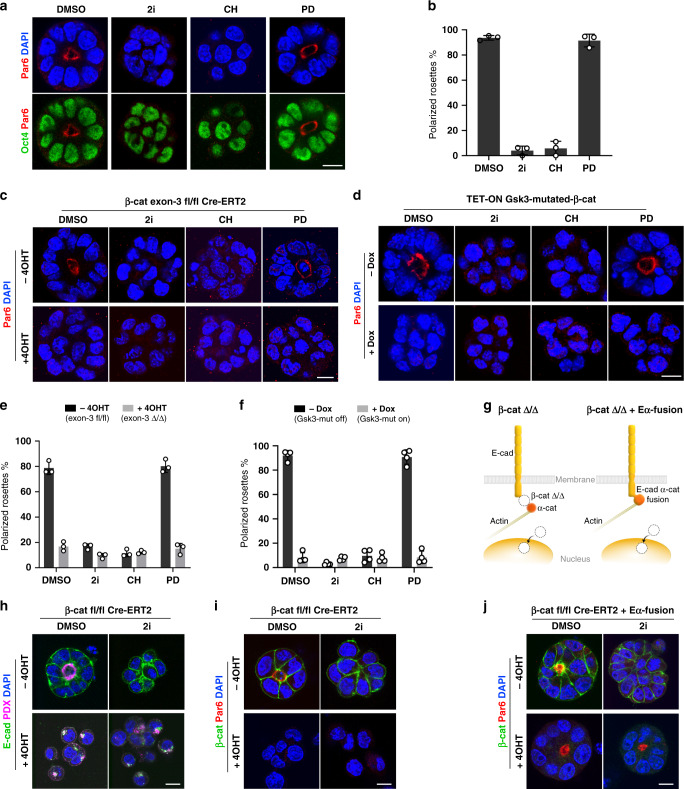
Active Wnt/β-catenin signalling blocks the establishment of epithelial polarity. **a** E14 ES cells grown in 3D culture conditions and stained for Par6, Oct4 and DAPI. **b** Percentage of ES cell clumps that formed Par6-positive polarised rosettes at 48 h of culture. Data represent mean ± SD, three independent experiments. **c** Stabilisation of β-catenin via Cre-mediated exon-3 deletion. β-catenin exon-3 fl/fl Cre-ERT2 ES cells were exposed to 4OHT for 2 days before 3D culture. After that, the cells were culture for 48 h and stained for Par6 and DAPI. **d** Stabilisation of β-catenin via ectopic expression of tetracycline-inducible Gsk3-mutated-β-catenin-IRES-Venus transgene in E14 ES cells. The transgene expression was induced via treatment with Dox for 2 days before 3D culture. The Venus-positive cells were collected by FACS and cultured in Matrigel for 48 h in Dox containing medium supplemented with DMSO, 2i, CH or PD. **e** Percentage of β-catenin exon-3 Δ/Δ and exon-3 fl/fl ES cells that formed Par6-positive rosettes at 48 h of culture. Data represent mean ± SD, three independent experiments. **f** Percentage of control (−Dox) and Dox-treated ES cells harbouring Gsk3-mutated-β-catenin transgene that formed Par6-positive rosettes at 48 h of culture. Data represent mean ± SD, four independent experiments. **g** Schematic representation of the dual role of β-catenin and the experimental approach compensating for the β-catenin function on the cell membrane using E-cadherin-α-catenin fusion. **h** Deletion of β-catenin via Cre-mediated recombination. β-catenin fl/fl Cre-ERT2 ES cells were exposed to 4OHT for 2 days before 3D culture. After that, the cells were cultured for 48 h and stained for E-cadherin, podocalyxin and DAPI. **i** β-catenin-deficient (+4OHT) and control (−4OHT) β-catenin fl/fl Cre-ERT2 ES cells were cultured for 48 h and stained for β-catenin, Par6 and DAPI. **j** Conditional ablation of β-catenin in β-catenin fl/fl Cre-ERT2 ES cells expressing E-cadherin–α-catenin fusion (Eα-fusion). The cells were exposed to 4OHT for 2 days and after that cultured for 48 h and stained for β-catenin, Par6 and DAPI. Scale bars, 10 µm.

As stabilisation of β-catenin mediated by CH is responsible for impeding epithelialization in 2i culture conditions, we hypothesised that deleting β-catenin should render the cells unresponsive to 2i, enabling the establishment of epithelial polarity. However, β-catenin is not only involved in the canonical Wnt/β-catenin signalling but it is also is a key element of the cell adhesion complex on the cell membrane, bridging E-cadherin and α-catenin (Fig. 2g). Accordingly, conditional knockout of β-catenin via Cre-ERT2-mediated recombination resulted in adhesion defects in both control (DMSO) and 2i-treated cells (Fig. 2h and Supplementary Fig. 1b, c). The β-catenin-lacking ES cells failed to establish a Par6-positive domain and localise apical proteins such as podocalyxin (PDX) on the cell membrane (Fig. 2h, i), indicating that E-cadherin-mediated intercellular adhesion is essential for proper epithelial integrity.

Therefore, examining the signalling role of β-catenin required an experimental approach compensating for the β-catenin function on the cell membrane. In order to rescue the cell adhesion defect in β-catenin knockout ES cells, we generated a stable β-catenin-floxed Cre-ERT2 ES cell line that expresses an E-cadherin–α-catenin fusion (Eα-fusion) construct (Fig. 2g, j). The Eα-fusion directly links E-cadherin and α-catenin, bypassing the requirement of β-catenin as a bridging factor. As a result, β-catenin ablation upon 4OHT treatment in these cells did not affect the formation of cell–cell contacts resulting in proper self-organisation in control (DMSO) culture conditions. In the presence of 2i, the control β-catenin-expressing cells did not form polarised rosettes, but depletion of β-catenin was sufficient to enable epithelialization (Fig. 2j). Taken together, this shows that the signalling function of β-catenin in the context of the canonical Wnt pathway is responsible for blocking the establishment of epithelial polarity in ground-state culture conditions.

### The Wnt pathway counters epithelialization in the context of naive pluripotency via Esrrb

Next, we asked whether Wnt/β-catenin signalling blocks epithelialization, specifically in the context of naive pluripotency, and which downstream factors mediate this effect. To address the first question, we compared the self-organisation properties of ES cells in response to Wnt stimulation to more developmentally advanced epiblast-like cells (EpiLC) and epiblast stem cells (EpiSC). The EpiLC are generated from ES cells via treatment with Fgf2 and Activin, which results in the exit of naive pluripotency and a transition into a pre-gastrulation epiblast-like state^17^. Conversely, EpiSC are directly derived from early post-implantation embryos and exhibit primed pluripotency^18,19^.

In order to directly monitor the Wnt pathway activation, we established ES cells from the TCF/Lef:H2B-GFP reporter mice. This strain harbours a construct containing six copies of a TCF/Lef-responsive element, upstream of a minimal promoter and histone H2B-GFP fusion sequence, enabling faithful capture of Wnt activity at single-cell resolution^20^. As expected, CH treatment of the TCF/Lef:H2B-GFP ES cells resulted in nuclear GFP expression and a block of epithelialization. The Wnt reporter was also activated in TCF/Lef:H2B-GFP EpiLC, but, in contrast to ES cells, the EpiLC remained polarised in the presence of the Gsk3 inhibitor (Fig. 3a). Further analysis at 12, 24 and 48 h of 3D culture showed that EpiLC are polarised epithelial cells and CH treatment in this context induces the expression of early mesendodermal markers, in agreement with the previously reported Wnt function in cell differentiation^21^ (Supplementary Fig. 1d, e). Similarly, primed EpiSC also remained epithelial in the CH-supplemented medium (Fig. 3b, c). Thus, active Wnt signalling counters epithelialization only in ES cells, suggesting that the downstream factors mediating this effect are part of the naive pluripotency network.

**Fig. 3:**
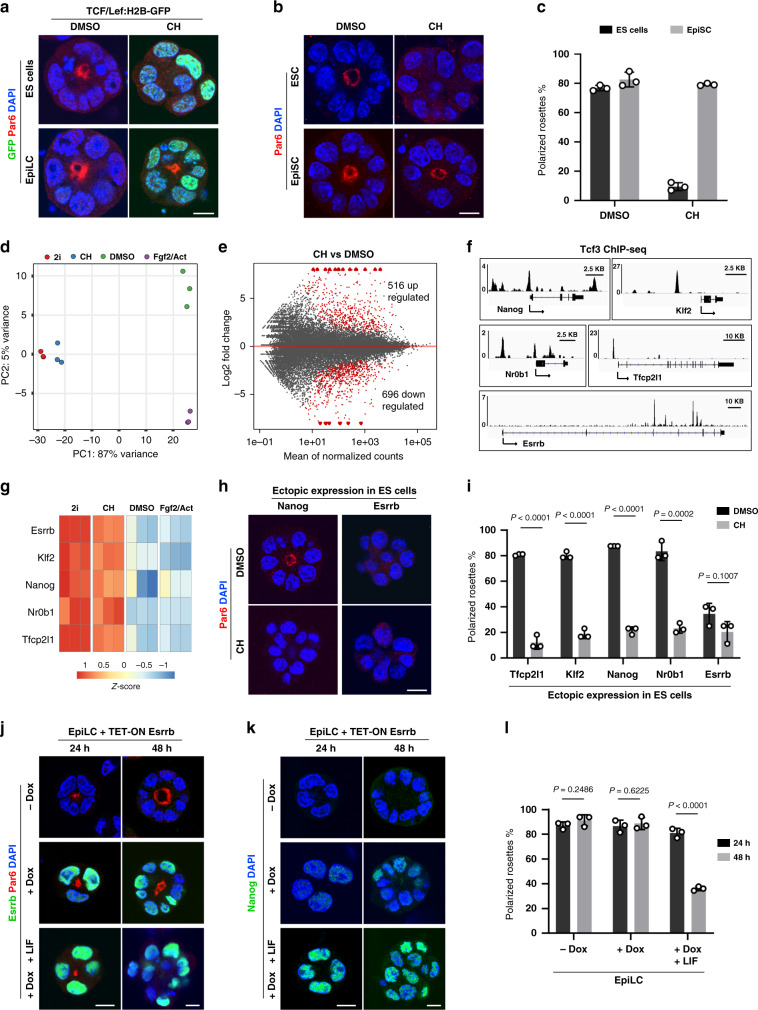
Wnt signalling counters epithelialization in the context of naïve pluripotency via Esrrb. **a** TCF/Lef:H2B-GFP ES cells and TCF/Lef:H2B-GFP EpiLC stained for GFP, Par6 and DAPI. **b** ES cells and EpiSC cultured in the presence of DMSO or CH and stained for Par6 and DAPI. **c** Percentage of ES cells and EpiSC that formed Par6-positive polarised rosettes. Data represent mean ± SD, three independent experiments. **d** Principal component analysis (PCA) plot of RNA-seq datasets. The cells were grown in 3D culture for 48 h, each culture condition is represented by three replicates. **e** Scatter plot of gene expression of CH and DMSO-treated cells with differentially expressed genes that are significantly up- or downregulated shown in red, adjusted *P* value < 0.01, three replicates per culture condition. **f** Gene tracks representing the binding of Tcf3 at the indicated loci. The *x* axis represents the linear sequence of genomic DNA, and the *y* axis represents the total number of mapped reads. **g** Expression of Wnt target genes with respect to the mean expression across DMSO, 2i, CH or Fgf2/Activin culture conditions. **h** E14 ES cells expressing ectopically Nanog or Esrrb transgenes, cultured in the presence of DMSO or CH and stained for Par6 and DAPI. **i** Percentage of ES cells ectopically expressing Tfcp2l1, Klf2, Nanog, Nr0b1 or Esrrb that formed Par6-positive polarised rosettes. Data represent mean ± SD, three independent experiments, two-tailed unpaired Student’s *t* test, the exact *P* value is noted in the figure. **j** EpiLC expressing inducible Esrrb transgene were cultured without Dox (control), in the presence of Dox or in medium supplemented with both of Dox and Lif. After 24 and 48 h, the cells were stained for Par6, Esrrb and DAPI. **k** Endogenous Nanog expression during EpiLC reprogramming. **l** Percentage of Par6-positive polarised rosettes at 24 and 48 h of EpiLC reprogramming. Data represent mean ± SD, three independent experiments, two-tailed unpaired Student’s *t* test, the exact *P* value is noted in the figure. Scale bars, 10 µm.

To identify Wnt target genes that suppress the establishment of epithelial polarity, we compared the transcriptomes of CH- versus DMSO-treated ES cells grown in 3D culture conditions for 48 h (Fig. 3d, e, Supplementary Fig. 2c and Supplementary Data 1). 

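E14 cells, a line of mouse embryonic stem cells, were grown in 3D culture for 48 h in 4 culture conditions, with 3 samples in each. CH stands for CHIR99021, an inhibitor of the kinase GSK3 that activates Wnt/β-catenin signalling, used at 3 µM, and DMSO is its solvent. The 2i medium held CHIR99021 at 3 µM and the MEK inhibitor PD0325901 at 0.4 µM, and the Fgf2/Activin medium held Fgf2 at 12 ng/ml and Activin A at 20 ng/ml. Poly(A) RNA was sequenced, and the authors aligned the reads to the mouse genome mm10 with TopHat2, counted them on Ensembl genes with HTSeq without regard to strand, and deposited the counts without normalisation. Counting without strand cannot tell apart the reads of genes that overlap on opposite strands. Of the 49671 gene identifiers, 49412 matched the GENCODE annotation of GRCm38, which gave the symbols and positions. Between 25706865 and 37158661 reads per sample were counted on genes in DMSO, with a median of 31749672. In CH the totals lay between 25388139 and 30799376 (median 28127399), in 2i between 29148315 and 35089261 (median 32653819), and in Fgf2/Activin between 28523527 and 33199666 (median 30160296). The 10 most counted genes took between 4.32% and 4.82% of the counts in each of these 12 samples. Counts were scaled by edgeR's TMM method and are given as CPM, in which each sample's counts are rescaled to a common total. Genes with low counts were left out with edgeR's filterByExpr, which kept 16413 genes, and all 12 samples were fitted together. The thresholds were those of the paper's methods, an adjusted p-value under 0.01 and an absolute log2 fold change above 1. The 3 samples of each condition carry replicate numbers that recur in every condition. Across 11200 genes, which are not independent replicates, the deviations of same-numbered CH and DMSO samples from their group means had a mean correlation of 0.53, against -0.21 for samples with different numbers. Each comparison was therefore also fitted with the replicate number as a block. The counts of every pair of replicates differed by more than the sampling noise, with a chi-square per gene between 2.85 and 66.4, so no pair was taken for one library listed again. This comparison with counting noise alone cannot tell separate cultures from separate libraries of one culture, and the 3 samples of each condition were taken as replicates from their labels.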

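Of the 16413 genes tested, 1233 were higher and 1674 lower in CH-treated cells than in DMSO-treated cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When the replicate number was added as a block, 1522 genes were higher and 2086 lower, and these included 2897 of the 2907 genes called without the block. Over all alternatives, the numbers ranged from 497 genes higher and 690 lower with DESeq2's test against a log2 fold change of 1 to 2246 higher and 2504 lower without a minimum fold change. Among genes with a mean of at least 100 counts, the 3 largest increases by fitted log2 fold change were those of Cdx1, Sp5 and Evx1. These had at most 3 counts in any DMSO sample, so their rank is not measured. Pglyrp1, at least 539-fold higher, and T, with a log2 fold change of 10.16, may have risen more than Cdx1 or Evx1. Cdx1 (chromosome 18, 61018862 to 61036199) had no counts in DMSO and between 563 and 1054 in CH, so it was at least 195-fold higher. Sp5 (chromosome 2, 70474923 to 70477729) was at least 1417-fold higher, and Evx1 (chromosome 6, 52313498 to 52318378), whose exons overlap those of Evx1os over 2.54% of their length, at least 170-fold. By the same fitted values, the 3 largest decreases were those of Car4, Elfn1 and Tmem54. Car4 (chromosome 11, 84957786 to 84966044) fell from 46.6 ± 22.7 CPM (SD, n = 3) in DMSO to 0.103 ± 0.116 CPM (SD, n = 3) in CH. Its log2 fold change was -8.73 (standard error 0.71, adjusted p = 4.34e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Elfn1 was at least 42.9-fold lower in CH, and Tmem54, 4.66% of whose exons overlap Hpca, at least 93.8-fold lower.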

As an additional reference, we also analysed the transcriptome of cells cultured in the presence of 2i or Fgf2/Activin (Fig. 3d, Supplementary Fig. 2a, b and Supplementary Data 2). 

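Between the reference cultures, 1498 genes were higher and 2359 lower in 2i than in Fgf2/Activin by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The block changed the numbers to 1781 and 2733, and the mean correlation of same-numbered samples was 0.47, against -0.18 for samples with different numbers. Against a log2 fold change of 1, DESeq2 called 665 genes higher and 1273 lower. The largest increases in 2i among genes with a mean of at least 100 counts were those of Ntn1, Sp5 and Pglyrp1. Sp5 rose from 0.253 ± 0.112 CPM (SD, n = 3) in Fgf2/Activin to 128 ± 34.5 CPM (SD, n = 3) in 2i, and Pglyrp1 from 0.201 ± 0.133 to 71.0 ± 19.7 CPM (SD, n = 3 each). The largest decreases by fitted log2 fold change were those of Tmem54, Slc22a3 and Car4, with at most 2 counts of each in any 2i sample. They were at least 127-fold, 80.2-fold and 447-fold lower in 2i, respectively, and 9.31% of the exon length of Slc22a3 overlaps the neighbouring gene Plg. In a principal component analysis of the variance-stabilised counts of the 500 most variable genes, PC1 held 87.6% of the variance and separated CH and 2i from DMSO and Fgf2/Activin. The 6 samples of CH and 2i lay between 27.2 and 36.6 on PC1, and the 6 of DMSO and Fgf2/Activin between -34.0 and -30.6. PC2 held 5.08% and separated DMSO, between 8.77 and 12.6, from Fgf2/Activin, between -11.1 and -10.1. With all genes that passed the filter, PC1 held 72.5% and PC2 10.8% of the variance.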

Consistent with the establishment of epithelial polarity in the absence of Wnt activation, gene set enrichment analysis (GSEA) showed an increment of focal adhesion, adherens and tight junction expression in DMSO-treated cells (Supplementary Fig. 2d). 

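Gene sets for focal adhesion, adherens junction and tight junction were written by hand before the counts were examined and tested with limma's camera, which compares the genes of a set with all other genes. Of the 73 tight junction genes tested, 50 were lower in CH than in DMSO, with a mean log2 fold change of -0.59, against -0.06 over all genes (adjusted p = 0.00224 from camera with Benjamini-Hochberg adjustment over the 3 sets). Of the 59 adherens junction genes, 40 were lower in CH, with a mean log2 fold change of -0.34 (adjusted p = 0.00916 from camera). Of the 101 focal adhesion genes, 60 were lower in CH, with a mean of -0.31, and this set did not pass the threshold of 0.05 (adjusted p = 0.0818 from camera). With the replicate number as a block, the adjusted p-values from camera were 0.00121 for tight junction, 0.0148 for adherens junction and 0.0678 for focal adhesion. The choice that moved them most was the correlation between genes of a set. Camera's preset value of 0.01 was used, and with a correlation estimated from these samples the adjusted p-values were 0.320, 0.228 and 0.503. Single genes passed the threshold for a call in both directions. In the tight junction set 4 genes were called higher in CH and 18 lower, in the adherens junction set 4 and 11, and in the focal adhesion set 8 and 16.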

Next, we probed for naive pluripotency factors upregulated in CH-treated samples in comparison to DMSO. 

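The naive pluripotency factors Tbx3, Prdm14 and Klf4 were higher in CH than in DMSO. Tbx3 (chromosome 5, 119670669 to 119684724) had 73.1 ± 2.45 CPM (SD, n = 3) in CH and 2.73 ± 1.45 CPM (SD, n = 3) in DMSO, a log2 fold change of 4.71 (standard error 0.28, adjusted p = 4.92e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its exons overlap the antisense gene Tbx3os1 over 1.74% of their length. Klf4 rose from 4.56 ± 1.68 to 80.6 ± 31.0 CPM (SD, n = 3 each), a log2 fold change of 4.13, and Prdm14 from 0.186 ± 0.0687 to 7.98 ± 2.00 CPM (SD, n = 3 each), a log2 fold change of 5.44. Sox2 was also higher in CH, with a log2 fold change of 2.01, whereas Pou5f1 changed by 0.47 and was not called (adjusted p = 0.0130 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads of Pou5f1 can be shared with Gm19553, which matches 21.7% of its longest transcript. The genes Otx2, Dnmt3a, Dnmt3b and Tet3 changed the other way, with log2 fold changes of -3.15, -2.12, -1.996 and -2.02. The exons of Otx2 overlap those of Gm49154 and Otx2os1 over 3.98% of their length. In the fit with the replicate block, the log2 fold changes of Tbx3, Klf4 and Prdm14 were 4.70, 4.13 and 5.42, that of Pou5f1 was 0.46, and those of Otx2, Dnmt3a, Dnmt3b and Tet3 were -3.24, -2.12, -2.01 and -2.01. Of the 33 genes with counts in a list of 34 names fixed before the counts were examined, 26 were called between CH and DMSO. Adjusted over the list alone, 27 were called. The list holds genes that the paper names for these same data, markers of the same cell states and the Sprouty genes. Its share of calls therefore shows no stability.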

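Of the gene names in the paper's list of genes upregulated in Tcf3-null ES cells, 365 matched a gene identifier of the count table. Of these, 137 were among the 1233 genes called higher in CH than in DMSO. The binding of Tcf3 and its depletion were measured in other studies, whose reads were not analysed here.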

Using available Tcf3 ChIP-seq^22^ and Tcf3 knockout RNA-seq data^23^, we considered only Tcf3-bound genes, which expression was upregulated upon CH treatment and Tcf3 depletion, as potential candidates. 

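All 52 genes that the paper lists as bound by Tcf3 and upregulated upon CH treatment and Tcf3 depletion passed the filter on low counts, and all 52 were called higher in CH than in DMSO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes started at 1.56, with a median of 3.15. Adjusted over the list alone, 52 were called as well. Because the list was drawn from calls on the same counts, this shows no stability. Esrrb (chromosome 12, 86361117 to 86521628) had 321 ± 38.6 CPM (SD, n = 3) in CH and 15.3 ± 12.9 CPM (SD, n = 3) in DMSO. Its log2 fold change was 4.37 (standard error 0.51, adjusted p = 5.81e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate number as a block it was 4.54 (standard error 0.34). With each CH or DMSO sample left out in turn, it stayed between 4.03 and 5.33. Klf2 (chromosome 8, 72319033 to 72321656) rose from 16.4 ± 3.18 to 141 ± 16.2 CPM (SD, n = 3 each), a log2 fold change of 3.10. Nr0b1 (chromosome X, 86191764 to 86195947) rose from 2.76 ± 0.486 to 69.8 ± 15.8 CPM (SD, n = 3 each), a log2 fold change of 4.66. Tfcp2l1 (chromosome 1, 118627945 to 118685168) rose from 15.8 ± 12.5 to 269 ± 24.8 CPM (SD, n = 3 each), a log2 fold change of 4.08. Under the block, the log2 fold changes of Klf2, Nr0b1 and Tfcp2l1 were 3.13, 4.64 and 4.23. Nanog (chromosome 6, 122707489 to 122714633) is not among the 52. It had 294 ± 57.1 CPM (SD, n = 3) in CH and 25.5 ± 36.7 CPM (SD, n = 3) in DMSO, where replicate 1 had 67.9 CPM and replicates 2 and 3 had 5.92 and 2.78 CPM. Its log2 fold change was 3.51 (standard error 0.90, adjusted p = 0.00865 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and, with the replicate number as a block, 4.10 (standard error 0.64, adjusted p = 0.000254 from the same test). In 5 of the 6 fits that each left out one sample, Nanog was no longer called, although its log2 fold change stayed between 2.99 and 6.05. A share of 20.6% of its longest transcript matches transcripts of 66 other genes. The paper took the genes bound by Tcf3 and raised by both CH and Tcf3 depletion as potential candidates for the Wnt targets that suppress epithelial polarity.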

We found 52 genes that met these criteria (Supplementary Fig. 2e and Supplementary Data 3) and we focused on the naive pluripotency factors Klf2, Nr0b1, Tfcp2l1 and Esrrb, including Nanog, (Fig. 3f, g), as they were previously shortlisted as the key pluripotency-associated Wnt targets in mouse ES cells^24^. To determine whether any of the candidates can suppress epithelialization, we generated individual ES cell lines that ectopically expressed each of these factors (Fig. 3h and Supplementary Fig. 3a–c). We found that the Esrrb-expressing cells failed to form polarised rosettes in the DMSO-supplemented medium, phenocopying the CH-mediated block of epithelial polarity (Fig. 3h, i). Accordingly, stabilisation of β-catenin via exon-3 excision was sufficient to sustain Esrrb expression, countering epithelialization in the absence of Gsk3 inhibitor (Supplementary Fig. 3d). In addition, ectopic expression of Esrrb in β-catenin-deficient cells expressing E-cadherin–α-catenin fusion also inhibited the establishment of apical–basal polarity (Supplementary Fig. 3e and Fig. 2j).

Oestrogen-related receptor beta (Esrrb) is an orphan nuclear receptor that is expressed in the naive (non-polarised) epiblast at the blastocyst stage and is downregulated in the post-implantation (polarised) epiblast at E5.5 (Supplementary Fig. 3f). Similarly, in 3D culture, endogenous Esrrb expression was maintained in ground-state culture conditions and shut down in epithelial rosettes formed in the absence of 2i (Supplementary Fig. 3g). Thus, the expression pattern of endogenous Esrrb correlates with the epithelialization of the pluripotent lineage, whereas sustained expression of Esrrb blocks epithelialization, mimicking the effects of active Wnt/β-catenin signalling in naive ES cells.

Since Wnt/β-catenin signalling can suppress epithelial polarity only in naive but not in primed cells (Fig. 3a, b), we asked whether the forced expression of Esrrb would follow the same pattern. To test this, we generated an ES cell line that contains a Dox-inducible Esrrb transgene. These cells were converted to EpiLC via exposure to Fgf2/Activin and then grown in 3D culture for 2 days. Already after 24 h, both control and Dox-treated EpiLC formed polarised rosettes, and they maintained the same number of Par6-positive clusters at 48 h of culture (Fig. 3j, l). This suggests that Esrrb can suppress epithelialization only in the context of naive pluripotency, similar to the effects of CH treatment in ES cells and EpiLC.

To further examine this concept, we converted EpiLC back to ES cells and asked whether Esrrb can also inhibit established polarity during the reprogramming to naive pluripotency. As it was recently shown that in the presence of Lif, ectopic Esrrb expression could convert EpiSC to ES cells^25^, we followed the same approach and added Lif to the Dox-supplemented medium. This resulted in the upregulation of endogenous Nanog expression within the first 24 h of 3D culture, revealing an ongoing (re)establishment of naive pluripotency (Fig. 3k). Only after this, between 24 and 48 h of reprogramming, the cells started to lose their epithelial phenotype (Fig. 3j, l). This suggests that reinstating the naive state is a prerequisite for dismantling already established epithelial polarity in more developmentally advanced pluripotent cells.

### Esrrb controls the epithelial programme via Spry2

As our results indicate that Esrrb expression blocks epithelialization downstream of Wnt/β-catenin, we supposed that deleting Esrrb should render the cells unresponsive to Wnt stimulation, enabling the establishment of epithelial polarity in CH-supplemented medium. To test this, we used Esrrb-floxed ES cell line that expresses tamoxifen-inducible Cre recombinase (MerCreMer)^25^ for ablating Esrrb upon 4OHT treatment (Fig. 4a). In the presence of CH, the control Esrrb floxed cells remained non-polarised in 3D culture conditions. In contrast, the deletion of Esrrb resulted in the formation of polarised rosettes, despite the Gsk3 inhibition (Fig. 4b, c). Esrrb knockout cells exhibited epithelialization already at 24 h of the culture, with an increasing rate of apoptosis during the last day of culture revealed by cleaved Caspase-3 staining (Fig. 4b). This shows that in addition to its function as a central Wnt node controlling the establishment of apical–basal polarity, Esrrb is also required for ES cell maintenance.

**Fig. 4:**
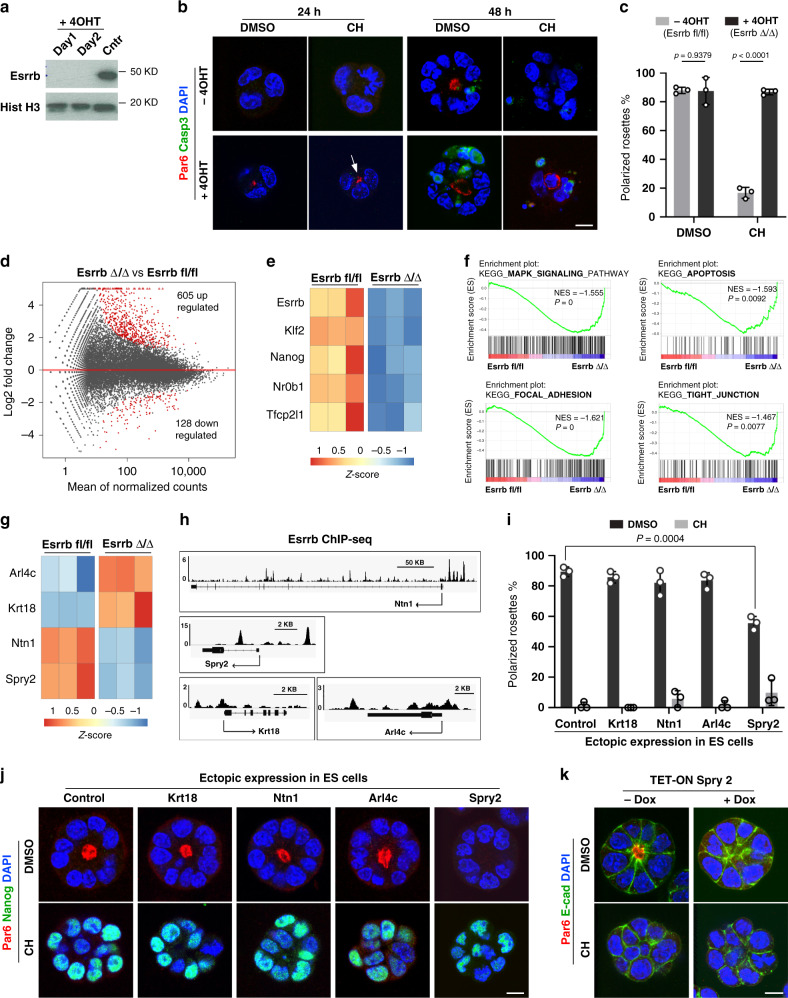
Esrrb controls the epithelial programme via Spry2. **a** Depletion of Esrrb upon 4OHT treatment. Histone H3 serves as a loading control. Uncropped blots are provided in source data file. **b** Esrrb fl/fl ES cells expressing tamoxifen-inducible Cre cultured without or in the presence of 4OHT for 1 day before 3D culture. After that, the cells were grown in Matrigel in a medium supplemented with DMSO or CH for 24 h or 48 h and stained for Par6, cleaved Caspase-3 and DAPI. The apical domain in Esrrb-deficient cells is indicated with an arrow. **c** Establishment of epithelial rosettes in Esrrb Δ/Δ (+4OHT) and control Esrrb fl/fl (−4OHT) ES cells, Data represent mean ± SD, three independent experiments, two-tailed unpaired Student’s *t* test, the exact *P* value is noted in the figure. **d** Scatter plot of gene expression of Esrrb Δ/Δ and Esrrb fl/fl cells grown in the presence of CH for 24 h. Differentially expressed genes that are significantly up- or downregulated are shown in red, adjusted *P* value < 0.01, three replicates per genotype. **e** Gene expression of Wnt-responsive naive pluripotency factors in Esrrb Δ/Δ and Esrrb fl/fl cells. **f** GSEA plots showing enrichment of MAPK, apoptosis, focal adhesion and tight junction KEGG pathways. **g** Gene expression of epithelial factors in Esrrb Δ/Δ and Esrrb fl/fl cells. **h** Gene tracks representing the binding of Esrrb at the indicated loci. The *x* axis represents the linear sequence of genomic DNA, and the *y* axis represents the total number of mapped reads. **i** Percentage of E14 ES cells ectopically expressing Krt18, Ntn1, Arl4c or Spry2 that formed Par6-positive polarised rosettes. Data represent mean ± SD, three independent experiments, two-tailed unpaired Student’s *t* test, the exact *P* value is noted in the figure. **j** E14 ES cells (control) and E14 ES cells ectopically expressing Krt18, Ntn1, Arl4c or Spry2 stained for Par6, Nanog and DAPI. **k** Inducible ectopic expression of Spry2 in E14 ES cells (+Dox), compared to unstimulated (−Dox) control, stained for Par6, E-cadherin and DAPI. Scale bars, 10 µm.

To further examine the loss of function of Esrrb in the context of active Wnt signalling, we analysed the transcriptional profile of Esrrb null and Esrrb floxed cells grown in 3D culture for 24 h in the presence of CH. 

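Esrrb fl/fl ES cells, in which both copies of Esrrb carry loxP sites and a Cre recombinase can be switched on with 4-hydroxytamoxifen (4OHT), were grown in 3D culture for 24 h in CH at 3 µM. The Esrrb null cells had received 4OHT at 500 nM and the Esrrb floxed cells had not, with 3 samples in each group. No other sample received 4OHT, so effects of 4OHT itself or of the activated Cre cannot be separated from the loss of Esrrb. The authors aligned and counted the reads of these 6 samples as those of the cultures of wild-type cells, and the deposited values are again counts per gene without normalisation. Between 19915222 and 20140699 reads per sample were counted on genes in Esrrb null cells (median 20038656), and between 19945865 and 20033764 in Esrrb floxed cells (median 20001089). The 10 most counted genes took between 4.63% and 5.37% of the counts in each sample. The 6 samples were fitted on their own, apart from the cultures of wild-type cells, with the same scaling, thresholds and filter, which kept 14893 genes. Across 10298 genes, which are not independent replicates, same-numbered Esrrb null and floxed samples deviated together from their group means, with a mean correlation of 0.44, against -0.18 for samples with different numbers. Every pair of replicates differed by more than the sampling noise, with a chi-square per gene between 1.46 and 15.8. The deleted gene itself, Esrrb, had 1211, 1333 and 1250 counts in Esrrb null replicates 1 to 3, and 2680, 2146 and 2109 counts in Esrrb floxed replicates 1 to 3. In CPM these are 60.8 ± 2.59 and 120 ± 19.0 (SD, n = 3 each). All 3 null samples were thus below all 3 floxed samples, and the log2 fold change was -0.99 (standard error 0.10, adjusted p = 7.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just short of the minimum for a call. With the replicate number as a block it was -0.98 (standard error 0.08). The counts are per gene, so transcripts without the deleted exon and transcripts of cells that kept the exon are counted alike. The paper shows by western blot that Esrrb was depleted upon 4OHT treatment, at the level of protein, which counts of RNA do not measure. In a principal component analysis of the 500 most variable genes, PC1 held 95.7% of the variance and separated the genotypes, and PC2 held 3.33% and separated replicate 1 from replicates 2 and 3 in both.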

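Of the 14893 genes tested, 1909 were higher and 576 lower in Esrrb null than in Esrrb floxed cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adding the replicate number as a block gave 2005 higher and 632 lower genes, including 2482 of the 2485 genes called without it. DESeq2's test against a log2 fold change of 1 moved the numbers most among the stricter tests, to 617 and 131. Klf2 fell from 164 ± 4.99 CPM (SD, n = 3) in Esrrb floxed to 33.9 ± 3.52 CPM (SD, n = 3) in Esrrb null cells, a log2 fold change of -2.27 (standard error 0.08, adjusted p = 5.99e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nr0b1 fell from 37.8 ± 6.64 to 5.78 ± 1.34 CPM (SD, n = 3 each), a log2 fold change of -2.71 (standard error 0.18). Nanog and Tfcp2l1 were also lower in all 3 null samples than in all 3 floxed samples. Their log2 fold changes of -0.999 and -0.72 did not pass the minimum for a call, and that of Nanog, parts of whose transcript match other genes, passed it in 7 of the alternatives. Klf4, with a log2 fold change of -1.83, and Sox2, with -2.41, were called lower. Otx2, whose exons overlap those of other genes, was called lower too, with a log2 fold change of -1.60 (adjusted p = 0.000856 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but not by DESeq2's test or glmTreat against a log2 fold change of 1. Dnmt3b (-0.80) was lower in all 3 null samples without reaching the minimum for a call, and Dnmt3a (0.27) and Tet3 (0.49) were not called. Tbx3 (-0.07), Prdm14 (-0.13) and the apical marker Podxl (-0.11) were not called (adjusted p = 0.615, 0.597 and 0.747 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The polarity gene Pard6b was not called either, with a log2 fold change of 0.23, although all 3 null samples were above all 3 floxed samples. Its adjusted p-value from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0778, and 0.0281 with the replicate number as a block. In the same blocked fit the log2 fold changes were -2.28 for Klf2, -2.71 for Nr0b1, -0.984 for Nanog, -0.71 for Tfcp2l1, -1.81 for Klf4, -2.42 for Sox2, -0.068 for Tbx3, -0.14 for Prdm14, -0.095 for Podxl, -1.63 for Otx2, -0.80 for Dnmt3b, 0.30 for Dnmt3a and 0.51 for Tet3, and the same genes were called. The 3 largest increases among genes with a mean of at least 100 counts were those of Loxl4, Btn1a1 and Trim67, and the 3 largest decreases those of Jam2, Upp1 and Platr7. Loxl4 had at most 1 count in any floxed sample and was at least 64.7-fold higher in null cells. Btn1a1 and Trim67 had log2 fold changes of 6.50 and 5.96, and Jam2, Upp1 and Platr7 of -4.21, -3.73 and -3.54.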

Loss of Esrrb resulted in significant upregulation of 605 genes and downregulation of 128 genes, including naive pluripotency factors, such as Nr0b1 and Klf2 (Fig. 4d, e, Supplementary Fig. 4a and Supplementary Data 4). Gene set enrichment analysis (GSEA) showed an increment of pro-differentiation MAPK signalling and apoptotic genes in Esrrb-deficient cells, consistent with the role of Esrrb in ES cell self-renewal. In addition, focal adhesion and intercellular tight junction gene sets were enriched in Esrrb knockout cells, indicating ongoing epithelialization (Fig. 4f and Supplementary Fig. 4b).

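The MAPK signalling and apoptosis sets were tested with camera as for the wild-type cultures. Of the 153 MAPK signalling genes, 104 were higher in Esrrb null cells, with a mean log2 fold change of 0.52, against 0.18 over all genes (adjusted p = 0.00352 from camera with Benjamini-Hochberg adjustment over the 4 sets tested). In the apoptosis set 52 of 77 genes were higher, with a mean of 0.45 (adjusted p = 0.00449 from camera). Both adjusted p-values were 0.00768 with the replicate number as a block. Neither set passed the threshold of 0.05 with the correlation between genes estimated from the samples (adjusted p = 0.0816 for both, from camera) or with Reactome's sets for the same terms, where the adjusted p-values from camera were 0.362 for MAPK signalling and 0.407 for apoptosis. At the level of single genes, 36 MAPK signalling genes were called higher in Esrrb null cells and 4 lower, and 14 apoptosis genes were called higher.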

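Of the 68 tight junction genes tested, 53 were higher in Esrrb null than in Esrrb floxed cells, with a mean log2 fold change of 0.64 (adjusted p = 0.000112 from camera with Benjamini-Hochberg adjustment). Of the 96 focal adhesion genes, 69 were higher, with a mean of 0.60 (adjusted p = 0.000977 from camera). With the replicate number as a block, the adjusted p-values from camera were 0.000302 and 0.00190. With the correlation between genes estimated from the samples they were 0.127 and 0.0816, and with Reactome's sets 0.111 and 0.000427. In the tight junction set 19 genes were called higher and 1 lower, and in the focal adhesion set 25 and 6. From the enrichment of these sets in Esrrb knockout cells, the paper proposes that epithelialization was ongoing.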

In order to identify the downstream effectors of Esrrb that control the establishment of apical–basal polarity in a Wnt-dependent manner, we examined the genes differentially expressed upon Esrrb depletion and intersected this list with genes which modulate their expression in CH vs DMSO-treated samples. 

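Of the 14535 genes tested both between CH and DMSO and between Esrrb null and Esrrb floxed cells, 959 were called in both comparisons, against 390 expected if the calls were independent. The fold changes had opposite signs in 737 of them (76.9%), 198 being higher in CH and lower in Esrrb null cells and 539 lower in CH and higher in null cells. Another 181 genes were higher in both comparisons and 41 lower in both. Calls leaned lower in CH and higher in null cells, so independent signs would already give more opposite than same signs. With the replicate number as a block, 1256 genes were called in both comparisons, 75.1% of them with opposite signs. At an unadjusted p-value under 0.02 with the same minimum fold change, 1225 genes were called in both. DESeq2's test against a log2 fold change of 1 gave the fewest, 202. Over all 14535 genes, the log2 fold changes of the 2 comparisons had a Pearson correlation of -0.25 and a Spearman correlation of -0.22, across genes, which are not independent replicates.

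**Figure D1:**
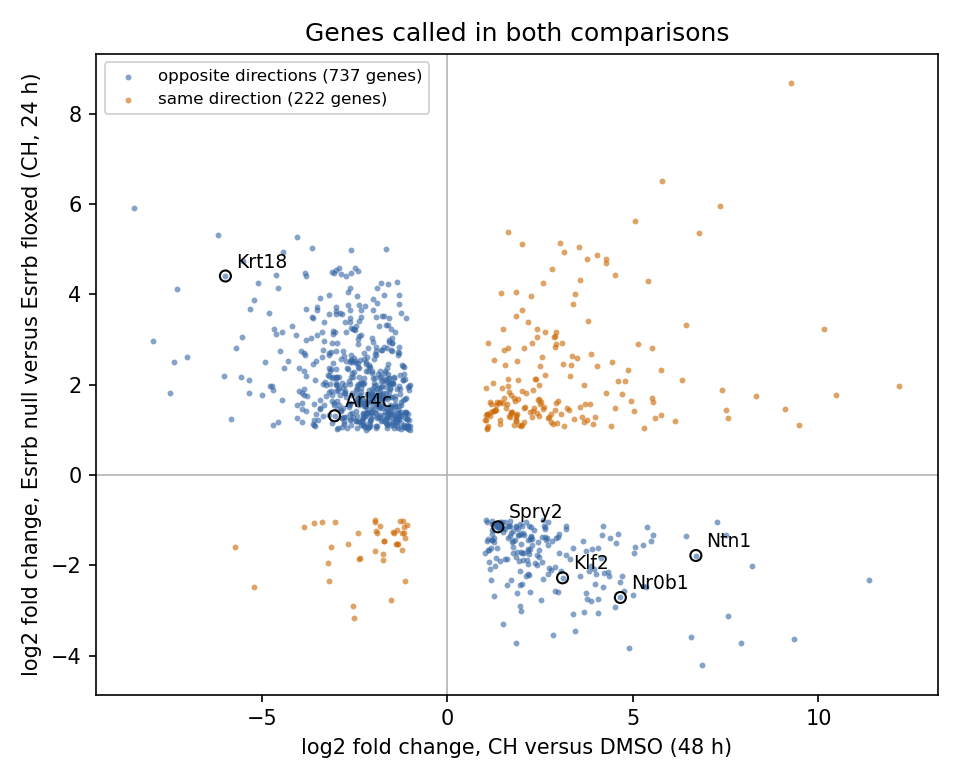
Log2 fold change between CH and DMSO after 48 h (x axis) and between Esrrb null and Esrrb floxed cells in CH after 24 h (y axis), 1 point per gene, for the 959 genes called in both comparisons. Blue points mark the 737 genes with opposite signs and orange points the 222 with the same sign, and black circles mark Arl4c, Krt18, Ntn1, Spry2, Klf2 and Nr0b1.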

Using available Esrrb ChiP-seq data^26^, we considered only Esrrb-bound genes (Supplementary Fig. 4c and Supplementary Data 5) and picked out candidates with a previously assigned regulative or structural role in epithelial tissues. 

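The paper's list of genes bound by Esrrb and changed in both comparisons names 441 genes, all of which matched an identifier of the count table. Of these, 423 passed the filter on low counts in both comparisons and 406 were called in both. In this subset, 241 genes were lower in CH and higher in Esrrb null cells, 88 were higher in CH and lower in null cells, 62 were higher in both and 15 lower in both. The replicate block left 414 of the listed genes called in both comparisons, and DESeq2's test against a log2 fold change of 1 left 115. The list was drawn from these same counts, so its overlap with the calls shows no stability. The binding data come from another study and were not analysed here.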

We shortlisted four genes—Arl4c, Krt18, Ntn1 and Spry2 (Fig. 4g). 

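All of these genes were called between Esrrb null and Esrrb floxed cells. Krt18 (chromosome 15, 102028180 to 102032027) rose from 2.62 ± 0.246 CPM (SD, n = 3) in floxed to 55.6 ± 25.6 CPM (SD, n = 3) in null cells, a log2 fold change of 4.41 (standard error 0.35, adjusted p = 1.78e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arl4c (chromosome 1, 88673125 to 88702221) rose from 48.6 ± 11.6 to 121 ± 8.88 CPM (SD, n = 3 each), a log2 fold change of 1.31 (standard error 0.15). Ntn1 (chromosome 11, 68209364 to 68400823) fell from 298 ± 29.7 to 86.8 ± 13.0 CPM (SD, n = 3 each), a log2 fold change of -1.78 (standard error 0.11). Spry2 (chromosome 14, 105891947 to 105896819) fell from 67.1 ± 7.98 to 30.3 ± 2.38 CPM (SD, n = 3 each), a log2 fold change of -1.15 (standard error 0.10, adjusted p = 2.56e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under the replicate block, the log2 fold changes of Krt18, Arl4c, Ntn1 and Spry2 were 4.36, 1.33, -1.78 and -1.14. When each sample was left out in turn, Spry2 stayed between -1.21 and -1.05 and Arl4c between 1.12 and 1.43. Neither Spry2 nor Arl4c was called by DESeq2 or by edgeR's glmTreat when tested against a log2 fold change of 1. With replicates 2 and 3 only, an alternative chosen after seeing the data, Spry2 had a log2 fold change of -0.993 and was not called. Of the other Sprouty genes, Spry4 was lower in null cells (log2 fold change -1.25) and Spry1 slightly higher (0.63, below the minimum for a call), while Spry3 had no counts in any sample. Spry1 overlaps Gm42922 over 24.4% of its exon length, so its counts are uncertain.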

Arl4c (ADP-ribosylation factor-like 4c) is a small GTPase that acts as a molecular switch promoting the activation of Cdc42, which is a central factor orchestrating apical–basal polarity in epithelial cells^27^. Krt18 (Keratin 18) forms intermediate filaments that are essential cytoskeletal components of polarised epithelia^28^. Ntn1 (Netrin-1) controls Par complex localisation during axon guidance^29^, and Spry2 (Sprouty2) is a modulator of tyrosine receptor kinase signalling that was previously shown to repress the polarised epithelial phenotype of cancer cells^30^. These candidates were also differentially expressed in wild-type ES cells; Arl4c and Krt18 were upregulated in polarised rosettes (DMSO and Fgf2/Activin culture conditions), whereas Ntn1 and Spry2 expression was associated with the non-polarised phenotype of ES cells grown in CH- and 2i-supplemented media (Supplementary Fig. 4d). In addition, further analysis of Esrrb genome occupancy using the available ChIP-seq data^26^ revealed that these candidate genes are bound by Esrrb, indicating that they are direct downstream targets (Fig. 4h).

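In the 6 polarised cultures (DMSO and Fgf2/Activin) Arl4c and Krt18 were higher, and Ntn1 and Spry2 lower, than in all 6 non-polarised cultures (CH and 2i), for each gene with p = 0.00216 in a two-sided exact permutation test, the smallest p that 6 samples against 6 allow. The genes had been shortlisted because they changed between CH and DMSO in these same counts, so this separation shows no stability, and the test does not take the replicate numbers shared between the cultures into account. Arl4c had 178 ± 49.0 CPM in DMSO and 130 ± 23.6 CPM in Fgf2/Activin, against 21.5 ± 6.90 CPM in CH and 8.98 ± 0.532 CPM in 2i (SD, n = 3 each). The means of Krt18 were 136 ± 96.3, 113 ± 65.7, 2.14 ± 0.756 and 1.76 ± 0.540 CPM in DMSO, Fgf2/Activin, CH and 2i. Ntn1 had 3.07 ± 1.52 CPM in DMSO and 0.569 ± 0.198 CPM in Fgf2/Activin, against 323 ± 63.0 CPM in CH and 313 ± 89.9 CPM in 2i. Spry2 had 38.7 ± 7.79 CPM in DMSO, 36.8 ± 0.651 CPM in Fgf2/Activin, 99.2 ± 13.3 CPM in CH and 65.5 ± 5.72 CPM in 2i. Between the polarised and the non-polarised cultures, the log2 fold changes were 3.45 for Arl4c, 6.00 for Krt18, -7.90 for Ntn1 and -1.10 for Spry2, with standard errors of 0.18, 0.44, 0.29 and 0.10. The largest adjusted p-value of these was 3.97e-06, that of Spry2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The replicate block gave log2 fold changes of 3.44, 5.92, -7.85 and -1.10. Taken pair by pair, Spry2 differed by 1.36 (log2) between CH and DMSO and was called, but its difference of 0.83 between 2i and Fgf2/Activin was below the minimum for a call (adjusted p = 0.000589 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against a log2 fold change of 1, Spry2 was not called between the polarised and non-polarised cultures by edgeR's glmTreat (adjusted p = 0.294) or by DESeq2.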

To understand whether any of the candidates can modulate (promote or oppose) the establishment of apical–basal polarity, we generated stable ES cell lines that ectopically express each of these factors (Supplementary Fig. 4e). These cells were cultured for 48 h in the presence of CH or DMSO and, after that, stained for polarity (Par6) and naive pluripotency (Nanog) markers. We found that in a CH-supplemented medium, none of the factors were able to induce epithelialization. However, in DMSO culture conditions, sustained Spry2 expression significantly reduced the number of Par6-positive ES cell clumps (Fig. 4i, j and Supplementary Fig. 4f). The Spry2-expressing cells were Nanog-negative and E-cadherin-positive, indicating that the loss of apical domain identity is not due to a delayed exit of naive pluripotency or cell adhesion defect (Fig. 4j, k). Still, a large portion of the ES cell clumps established apical–basal polarity, suggesting that additional factors are involved in regulating the epithelial programme downstream of Esrrb.

### Establishment of epithelial polarity in the epiblast follows the dynamics of Wnt signalling activity during diapause

As our in vitro analysis showed that Wnt/β-catenin/Esrrb signalling regulates the self-organisation and maintenance of naïve ES cells, we next asked whether this pathway plays a similar role in vivo, in the pre-implantation epiblast. To directly monitor Wnt signalling activity, we derived E4.5, E5.5 and E6.5 embryos from the TCF/Lef:H2B-GFP mouse line^20^. The E4.5 blastocysts displayed no Wnt activity above the detection level of the reporter, except for a few cells in the epiblast (Fig. 5a, d). After implantation, the visceral endoderm cells of the E5.5 egg cylinder were GFP-positive, whereas at E6.5, the epiblast cells that displayed reporter activity were located in the posterior region (Fig. 5a). Although we detected only a small amount of Wnt reporter activity in the naive epiblast, none of the previously described Wnt pathway loss-of-function mutants were associated with developmental defects in the pluripotent lineage before implantation^31^. β-catenin knockout embryos show anterior–posterior patterning defects at the egg cylinder stage^32,33^, whereas Esrrb is required much later, at E10.5, for proper placentation^34^. Thus, at first look, there is a discrepancy between the role of Wnt/β-catenin/Esrrb signalling in ES cells and during early embryonic development. Notably, in the embryo the naive epiblast exists only transiently at E4.5, whereas in ES cells the naive state is sustained over the long-term, potentially indefinitely. Yet, in vivo conditions also allow for an extended time period where the pre-implantation epiblast is maintained during embryonic diapause. Accordingly, our analysis of diapause blastocysts at equivalent days of gestation (EDG) 5.5, 7.5 and 9.5 showed sustained Nanog expression similar to E4.5 control embryos (Fig. 5b). Moreover, a previously published transcriptional profile of epiblast cells at EDG6.5^35^ revealed maintained expression of other naïve markers such as Esrrb, Klf2, Klf4, Nr0b1, Tfcp2l etc. (Supplementary Fig. 5a). Therefore, we asked whether the Wnt pathway is activated in the pluripotent lineage during diapause and whether β-catenin and Esrrb play a role in this process.

**Fig. 5:**
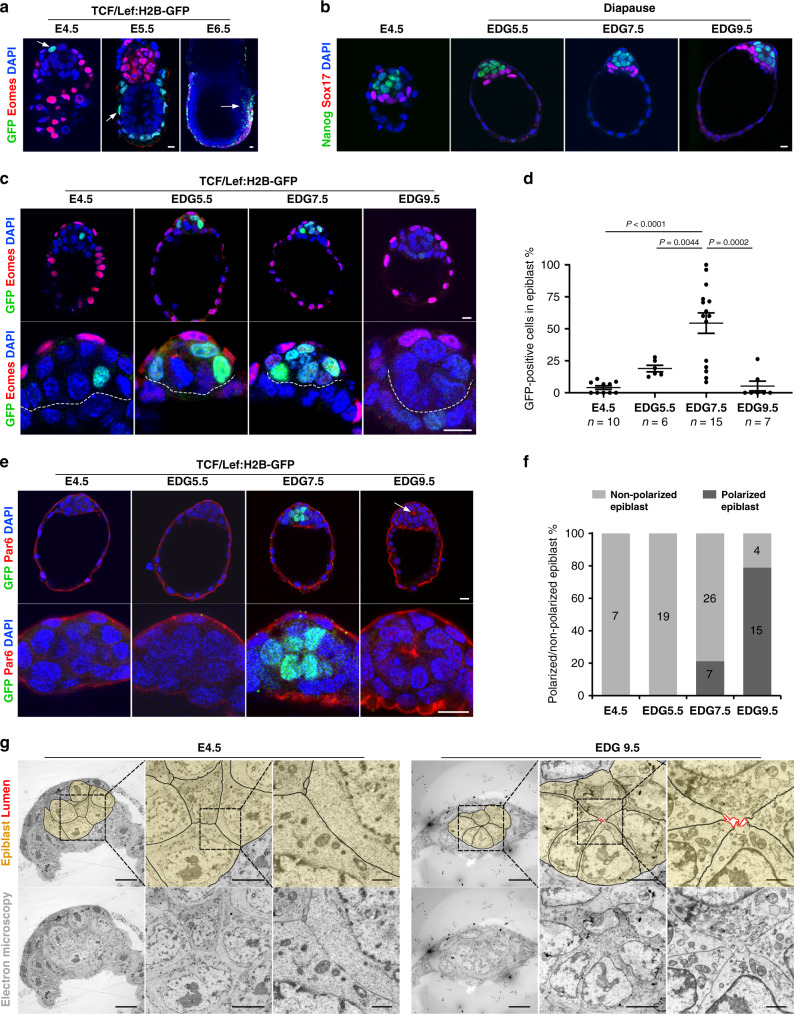
Dynamics of Wnt signalling activity and epiblast self-organisation during diapause. **a** TCF/Lef:H2B-GFP embryos isolated at E4.5, E5.5 and E6.5 and stained for GFP, Eomes and DAPI. Arrows indicate the location of the TCF/Lef:H2B-GFP-positive cells. **b** E4.5 blastocysts and EDG5.5, EDG7.5 and EDG9.5 diapause embryos stained for Nanog, Sox17 and DAPI. **c** TCF/Lef:H2B-GFP embryos isolated at E4.5, EDG5.5, EDG7.5 and EDG9.5 and stained for GFP, Eomes and DAPI. Dashed line indicates the border between the epiblast and the primitive endoderm. **d** Percentage of GFP-positive cells in the epiblast of E4.5, EDG5.5, EDG7.5 and EDG9.5 embryos. Data represent mean ± SEM, *n* = number of embryos, two-tailed unpaired Student’s *t* test, the exact *P* value is noted in the figure. **e** TCF/Lef:H2B-GFP embryos isolated at E4.5, EDG5.5, EDG7.5 and EDG9.5 and stained for GFP, Par6 and DAPI. The apical domain in the epiblast of the EDG9.5 embryo is marked by an arrow. **f** Percentage of embryos with polarised and non-polarised epiblast at E4.5, EDG5.5, EDG7.5 and EDG9.5. The number of embryos is indicated on the graph. **g** Electron microscopy analysis of E4.5 and EDG9.5 blastocysts. The colour overlay (top panel) marks the epiblast (yellow) and the apical domain (red) that surrounds the central microlumen at EDG9.5. Scale bars **a**–**c**, **e**: 10 µm and **g** (from left to right): 10, 5 and 1 µm.

To address the first question, we derived EDG5.5, 7.5 and 9.5 diapause embryos as well as E4.5 blastocysts from the TCF/Lef:H2B-GFP reporter strain. We found an increasing Wnt reporter response in the epiblast at EDG5.5, peaking at EDG7.5, followed by a decrease of reporter activity by EDG9.5 (Fig. 5c, d). These observations were in accord with the available transcriptional data of the EDG6.5 epiblast^35^, where Wnt target genes, such as Axin2, Cd44, Cdx1, Pitx2, Sp5, as well as Tcf4 (Tcf7l2) and Wnt4 ligand, were upregulated in comparison to E4.5 (pre-implantation) and E5.5 (post-implantation) epiblasts (Supplementary Fig. 5b). Moreover, the decrease of Wnt activity after EDG7.5 was associated with the establishment of epithelial polarity, and by EDG9.5 the majority of the diapause blastocysts showed Par6 expression in the centre of the epiblast (Fig. 5e, f). To further examine the self-organisation of the pluripotent lineage, we performed electron microscopy analysis of E4.5 and diapause embryos. At E4.5, the epiblast appeared as a coherent ball of cells, whereas at EDG9.5 the cells were reorganised into a rosette-like structure. The apical membrane domain surrounded the central microlumen, confirming the establishment of the epithelial phenotype in the epiblast (Fig. 5g and Supplementary Fig. 6).

Next, we asked whether β-catenin plays a role in the epiblast during diapause. We analysed embryos from heterozygous intercrosses at EDG5.5 and found that β-catenin-deficient blastocysts exhibited a complete loss of pluripotent cells, whereas the extra-embryonic lineages were still present. At the same time, the blastocoel cavity of the knockout embryos appeared collapsed, indicating a potential failure in trophectoderm integrity that may have been the result of inadequate intracellular adhesion (Fig. 6a–c). Such a structural defect was not observed in Esrrb knockout embryos, which retained their blastocyst architecture during diapause. At EDG5.5, the Esrrb-deficient blastocysts were indistinguishable from the heterozygous and wild-type littermates (Supplementary Fig. 7a, b). However, a significant reduction of the number of epiblast cells was detectable in Esrrb knockout embryos at EDG7.5 and EDG9.5 (Figs. 6d–g), suggesting that Esrrb is involved in the maintenance of the pluripotent lineage during diapause.

**Fig. 6:**
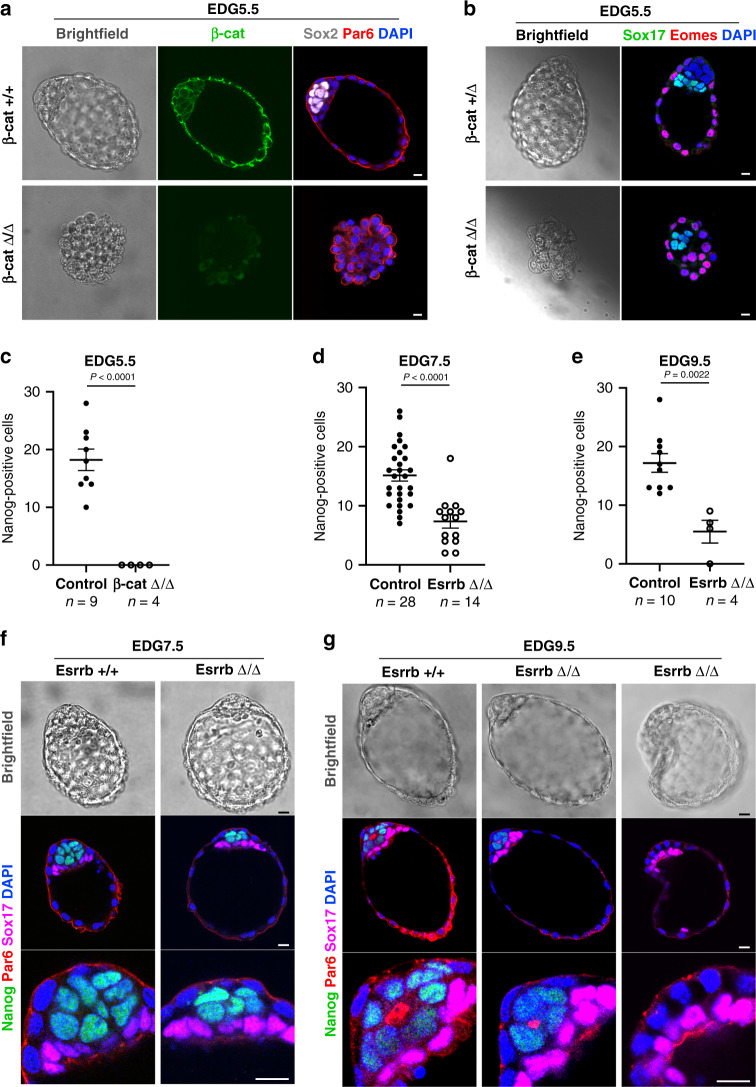
Loss-of-function analysis of β-catenin and Esrrb during diapause. **a** β-catenin control (+/+) and knockout (Δ/Δ) embryos isolated at EDG5.5 and stained for β-catenin, Sox2, Par6 and DAPI. **b** β-catenin control (Δ/+) and knockout (Δ/Δ) embryos isolated at EDG5.5 and stained for Sox17, Eomes and DAPI. **c** The number of epiblast cells in β-catenin control (+/+ and + /Δ) and knockout (Δ/Δ) embryos at EDG5.5 based on Nanog expression. Data represent mean ± SEM, *n* = number of embryos, two-tailed unpaired Student’s *t* test, the exact *P* value is noted in the figure. **d** The number of epiblast cells in Esrrb control (+/+ and + /Δ) and knockout (Δ/Δ) embryos at EDG7.5 based on Nanog expression. Data represent mean ± SEM, *n* = number of embryos, two-tailed unpaired Student’s *t* test, the exact *P* value is noted in the figure. **e** The number of epiblast cells in Esrrb control (+/+ and + /Δ) and knockout embryos (Δ/Δ) at EDG9.5 based on Nanog expression. Data represent mean ± SEM, *n* = number of embryos, two-tailed unpaired Student’s *t* test, the exact *P* value is noted in the figure. **f** Esrrb control (+/+) and knockout (Δ/Δ) embryos isolated at EDG7.5 and stained for Nanog, Par6, Sox17 and DAPI. **g** Esrrb control (+/+) and knockout (Δ/Δ) embryos isolated at EDG9.5 and stained for Nanog, Par6, Sox17 and DAPI. Scale bars, 10 µm.

To understand whether Esrrb expression during diapause is controlled by Wnt/β-catenin signalling, we analysed Esrrb expression at EDG7.5 and EDG9.5 and found that Esrrb levels correlate with the Wnt signalling dynamics—high at EDG7.5 and low at EDG9.5 (Supplementary Fig. 7c, d). We hypothesised that maintaining active Wnt signalling will sustain Esrrb expression at EDG9.5 and counter epithelialization. To test this, first, we aggregated ES cells harbouring β-catenin exon-3 deletion or control (exon-3 floxed) cells with E2.5 morulae expressing Histone H2B:EGFP reporter allele^36^. Thus, we generated chimeric blastocysts comprised of wild-type (EGFP+) extra-embryonic tissues and EGFP-epiblast derived from the donor cells. The embryos were then transferred into foster mothers, where diapause was induced via ovariectomy and subsequently recovered at EDG9.5 for analysis (Fig. 7a, b). We found that blastocysts expressing the stabilised form of β-catenin displayed higher levels of Esrrb and suppressed epiblast polarisation compared to control embryos (Fig. 7b–d).

**Fig. 7:**
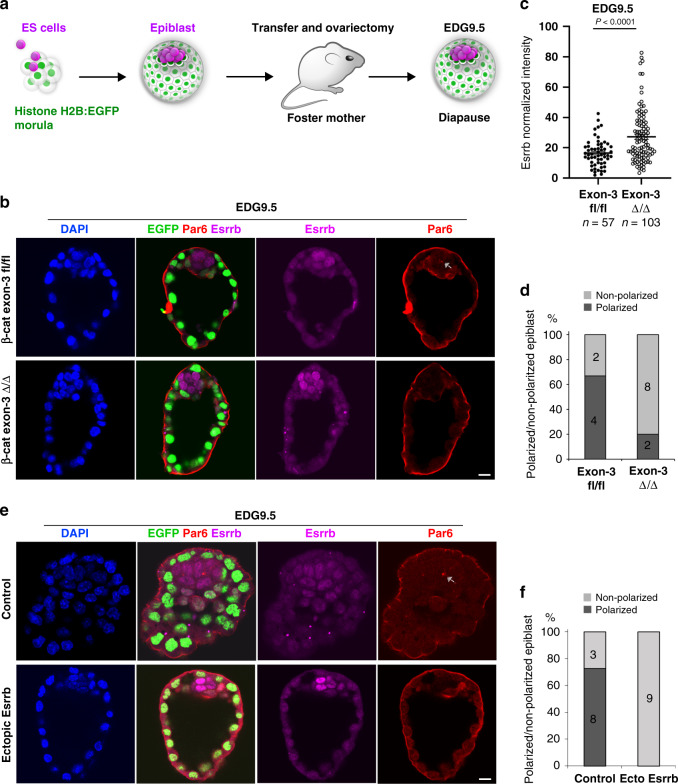
Wnt/β-catenin/Esrrb cascade controls the tissue-scale organisation of the epiblast during diapause. **a** Schematic representation of the generation of chimeric blastocysts. **b** EDG9.5 chimeric embryos containing epiblast comprised of β-catenin exon-3 Δ/Δ or control β-catenin exon-3 fl/fl cells stained for Esrrb, EGFP, Par6 and DAPI. **c** Esrrb expression in β-catenin exon-3 Δ/Δ or control β-catenin exon-3 fl/fl epiblast cells at EDG9.5. Data represent mean ± SEM, *n* = cells measured in ten β-catenin exon-3 Δ/Δ and six control β-catenin exon-3 fl/fl embryos, two-tailed unpaired Student’s *t* test, the exact *P* value is noted in the figure. **d** Percentage of chimeric embryos with polarised and non-polarised β-catenin exon-3 Δ/Δ or control β-catenin exon-3 fl/fl epiblast. **e** EDG9.5 chimeric embryos containing epiblast comprised of wild-type (control) or Esrrb ectopically expressing ES cells stained for Esrrb, EGFP, Par6 and DAPI. **f** Percentage of chimeric embryos–control and ectopically expressing Esrrb, with polarised and non-polarised epiblast at EDG9.5. Scale bars, 10 µm.

Second, we asked whether sustaining the expression of Esrrb alone, without experimentally modulating the Wnt pathway, is sufficient to block the establishment of epithelial polarity at EDG9.5. Using the same strategy, we aggregated ES cells that constitutively express Esrrb transgene or control wild-type ES cells with host EGFP+ morulae to generate chimeric blastocysts. After embryo transfer and induction of diapause, the embryos were isolated at EDG9.5. Control embryos exhibited epiblast epithelialization, whereas the pluripotent lineage of embryos ectopically expressing Esrrb remained non-polarised (Fig. 7e, f).

Taken together, this shows that the canonical Wnt/β-catenin signalling controls Esrrb expression in the epiblast and the Wnt/β-catenin/Esrrb cascade counters epithelialization and maintains the pluripotent lineage during embryonic diapause.

### Wnt signalling is activated in an autocrine manner in the diapause embryo

Finally, we investigated the origin of ligands that drive the activation of the Wnt pathway during diapause. The two potential sources are the embryo itself (autocrine stimulation) or the uterine tissues (paracrine stimulation). To distinguish between these two options, we crossed TCF/Lef:H2B-GFP reporter mice and Wntless (Wls) heterozygous animals to generate a Wls + /− TCF/Lef:H2B-GFP strain. Wls is a transmembrane protein localised in Golgi, secretory vesicles and the cell membrane and is required for the secretion of Wnt ligands^37^. As Wls null embryos are not able to release the ligands, activation of the TCF/Lef:H2B-GFP reporter in these embryos would indicate an external source of Wnt; and vice versa: if the TCF/Lef:H2B-GFP reporter is not activated in Wls-deficient blastocysts, then Wnt stimulation depends on endogenous Wnt ligands produced by the embryos.

At EDG7.5, the control Wls (+/− and + /+) TCF/Lef:H2B-GFP embryos showed reporter activity in the epiblast. However, the TCF/Lef:H2B-GFP reporter was inactive in Wls-deficient blastocysts, suggesting that endogenously produced Wnt ligands stimulate the Wnt pathway in an autocrine manner (Fig. 8a, b). In addition, Esrrb expression was diminished in Wls knockout mutants at EDG7.5, (Fig. 8c, d), supporting the notion that Wnt signalling controls Esrrb expression during diapause. Although at EDG5.5 the number of epiblast cells in Wls knockout blastocysts was similar to that of the controls (Supplementary Fig. 7e, f), at EDG7.5 we observed a reduction in the number of epiblast cells and epithelialization of the pluripotent lineage in Wls-deficient embryos (Fig. 8e, f), confirming the role of Wnt signalling in the long-term maintenance and self-organisation of the epiblast during diapause.

**Fig. 8:**
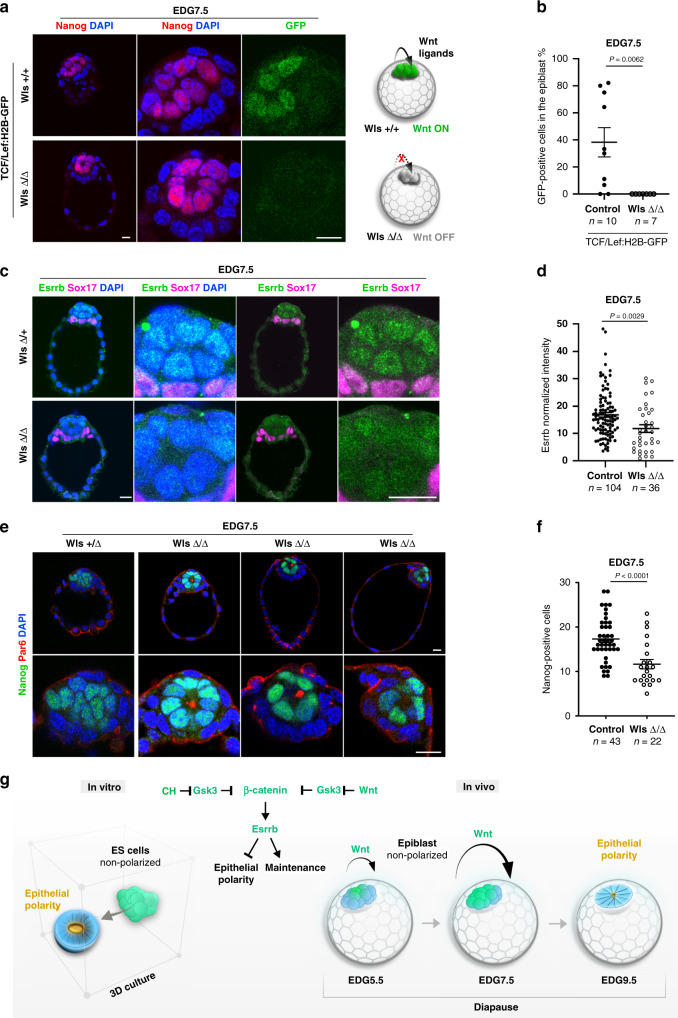
Wnt signalling is activated in an autocrine manner during diapause. **a** Control TCF/Lef:H2B-GFP Wls +/+ and TCF/Lef:H2B-GFP Wls Δ/Δ embryos isolated at EDG7.5 and stained for GFP, Nanog and DAPI. Note the lack of GFP expression in the epiblast of Wls-deficient blastocysts. **b** Percentage of GFP-positive cells in epiblast in control TCF/Lef:H2B-GFP Wls (+/+ and +/Δ) and TCF/Lef:H2B-GFP Wls Δ/Δ embryos at EDG7.5. Data represent mean ± SEM, *n* = number of embryos, two-tailed unpaired Student’s *t* test, ***P < 0.001. **c** Wls control (+/Δ) and knockout (Δ/Δ) embryos stained for Esrrb, Par6 and DAPI. **d** Esrrb expression in the epiblast cells of Wls control (+/+ and +/Δ) and knockout (Δ/Δ) embryos at EDG7.5. Data represent mean ± SEM, *n* = cells measured in eight Wls control and five knockout embryos, two-tailed unpaired Student’s *t* test, the exact *P* value is noted in the figure. **e** Wls control (+/Δ) and knockout (Δ/Δ) embryos stained for Nanog, Par6 and DAPI. **f** The number of epiblast cells in Wls control (+/+ and +/Δ) and knockout (Δ/Δ) embryos at EDG7.5 based on Nanog expression. Data represent mean ± SEM, *n* = number of embryos, two-tailed unpaired Student’s *t* test, the exact *P* value is displayed in the figure. **g** Function of the Wnt/β-catenin/Esrrb cascade in vitro and in vivo. Scale bars, 10 µm.

## Discussion

All tissues of the foetus originate from a small ball of naive pluripotent cells located inside the blastocyst. In contrast to the trophectoderm and primitive endoderm, which establish apical–basal polarity during the pre-implantation stages, the epiblast remains non-polarised until E4.5^14^. These features are captured in vitro by ES cells grown in a 2i-supplemented medium, suggesting that the signalling pathways modulated in these culture conditions control the tissue morphology of the pluripotent lineage. Indeed, we found that Gsk3-inhibitor-mediated activation of the canonical Wnt/β-catenin pathway blocks the establishment of epithelial polarity (Fig. 8g). The β-catenin function in the cell adhesion complex is required for tissue integrity, whereas its nuclear function is critical for transmitting the signalling cues that inhibit the epithelial phenotype. The latter is a context-dependent effect that only ES cells exhibit; more developmentally advanced EpiLCs and EpiSCs do not exhibit this effect, indicating an essential role of downstream naive pluripotency factors.

We found that the naive transcription factor Esrrb is a central Wnt target that counters epithelialization, in addition to its previously described role in ES cells’ self-renewal and EpiSC reprogramming to naive pluripotency^24,25,38^. We identified Spry2 as one of potentially a group of effectors that Esrrb regulates, supressing the establishment of apical–basal polarity. It was previously shown that Spry2 plays a tumorigenic role in colon cancer via dysregulating tight junction and epithelial polarity factors, such as Patj1 and Llgl2^30,39,40^. Spry2 belongs to a family of four mammalian Spry genes involved in the modulation of tyrosine receptor kinase signalling, such as Fgf, Egf and Vegf cascades^41^. Together with Spry4, Spry2 expression in the inner-cell mass of blastocyst-stage embryos was suggested to play a role in epiblast specification via opposing Fgf4-mediated signalling, which drives the primitive endoderm fate^42^. Thus, Spry2 may belong to a larger, yet unidentified network of effector proteins involved in both modulating cell fate specification and tissue morphology of the pluripotent lineage.

In vitro, the role of Wnt/β-catenin signalling in ES cells’ self-renewal has been extensively studied. Inhibition of Gsk3 activity or genetic ablation of both Gsk3 α and β isoforms stabilises β-catenin, boosting the canonical Wnt signalling^12,43^. The subsequent interaction of β-catenin with the transcription repressor Tcf3 disrupts the Tcf3-mediated suppression of pluripotency factors, including Esrrb^11,24^. Accordingly, Tcf3-deficient ES cells show enhanced self-renewal, bypassing the requirement of CH stimulation^44,45^. In vivo, however, none of the previously reported Wnt signalling mutants exhibit defects in the pluripotent lineage before implantation^31^. β-catenin is required for initiation of gastrulation^32,33^, whereas Tcf3-deficient embryos develop through gastrulation, forming expanded axial mesoderm structures^46^. However, normal embryonic development is a transient process, where the naive pluripotent cells only exist for a very short period of time before implantation. In contrast, in ES cells, the naive properties of the epiblast are captured and maintained over the long-term, potentially indefinitely.

Although in vivo the Wnt/β-catenin signalling is not essential for epiblast specification and development until the egg cylinder stage, we found that this pathway plays a role in the prolonged maintenance of the pre-implantation epiblast during diapause (Fig. 8g). We observed increasing Wnt reporter activity between EDG5.5 and EDG7.5 associated with non-polarised phenotype of the pluripotent lineage, similar to the effects of Wnt stimulation in 3D ES cell culture. By EDG9.5, the Wnt reporter activity decreased substantially and the epiblast cells reorganised into an epithelial rosette with central microlumen. Deletion of β-catenin resulted in a complete loss of pluripotent cells, whereas the extra-embryonic lineages were still maintained. The collapse of the blastocoel cavity in the mutant embryos during diapause could be the result of insufficient cell–cell adhesion, contributing to the severity of the phenotype. Accordingly, we observed a similar effect of decreased intracellular adhesion upon β-catenin depletion in 3D ES cell culture. In contrast, during transient development, the β-catenin null embryos do not exhibit an adhesion defect, as compensatory upregulation of plakoglobin (γ-catenin) expression takes over the role of β-catenin on the cell membrane^33^. This suggests that although both β-catenin signalling and adhesion functions are dispensable during normal embryogenesis, these functions are required in the blastocyst during diapause.

Another example of a pathway with an essential role in the maintenance of the pluripotent lineage during diapause is the Gp130 signalling. Although Gp130 function is critical for ES cells self-renewal in conventional Lif/serum culture conditions^47,48^, gene ablation of Gp130 does not affect epiblast development in vivo. Gp130 knockout embryos die between E12 and E18 due to myocardial and neuronal defects^49,50^. However, this receptor is indispensable for the prolonged maintenance of the epiblast during diapause, as Gp130 deficiency results in loss of the pluripotent lineage in diapause embryos^51^. Thus, both Wnt and Gp130 signalling have cryptic functions in the epiblast that come into play only during embryonic diapause. Essentially, the responsiveness of ES cells to Wnt stimulation may have its physiological basis in diapause (Fig. 8g), as previously suggested for the Lif/Gp130 signalling^51^.

In addition to the core pluripotency factors Oct4 and Sox2, ES cells express an “ancillary” network of transcription factors such as Esrrb, Nanog, Klf2, Klf4, Prdm14, Sall4, Tbx3, Tfcp2l1 and Nr0b1. These factors cross-regulate their expression via interconnected feedback loops and buffer the pluripotency circuit against cues that promote exiting the naive state^1,52^. However, in vivo, the genetic ablation of ancillary transcription factors has not been generally associated with defects in the naive epiblast. For instance, Nanog is required for primitive endoderm specification^53^, whereas Esrrb knockout embryos exhibit placental abnormalities^34^. Moreover, the placental defects in Esrrb mutants were rescued via tetraploid complementation^34^, indicating that Esrrb is not required for epiblast development during normal embryogenesis. Nevertheless, we found that during diapause, loss of Esrrb resulted in a marked decrease of epiblast cells. Similarly, other ancillary factors that are dispensable during transient development may play a role in the long-term maintenance of the pre-implantation epiblast during diapause. Thus, a number of such factors may function as a part of a fail-safe mechanism, sustaining the naive epiblast when embryonic development is put on hold.

We found that during diapause, the Wnt pathway is stimulated in an autocrine manner via embryo-produced Wnt ligands. In Wls-deficient blastocysts, where the endogenous Wnt ligand secretion is blocked, the TCF/Lef:H2B-GFP reporter remained inactive. At the same time, the Wls knockout embryos exhibited substantial loss of epiblast cells but preserved the blastocyst integrity, similar to the Esrrb mutants. Accordingly, embryos lacking Wls and Esrrb were less severely affected in comparison to embryos lacking β-catenin, where the blastocyst architecture was altered. Since the Wls knockout was global, not lineage-specific, this strategy cannot discriminate whether the source of Wnt ligands is the epiblast and/or the extra-embryonic tissues of the blastocyst. Previously reported transcriptional profiling of E4.5, diapause (EDG6.5) and E5.5 epiblasts shows upregulation of the canonical Wnt4 ligand during diapause^35^; although one cannot exclude the Wnt ligands being contributed by the trophectodermal and/or primitive endoderm, this suggests that Wnt pathway activation during diapause is an epiblast-intrinsic process.

Historically, the induction of diapause has been implicated as a tool that substantially increases the efficiency of ES cell derivation^9,10^. By combining diapause and Mek inhibitor treatment, ES cell derivation is enabled even from refractory strains such as CBA^54^. It is plausible that the activation of the Wnt pathway during diapause is a contributing factor, similar to the effects of Gsk3 inhibition in the context of the 2i medium, which enables the establishment of ES cell lines from any genetic background^12,55^. In addition, while our study was in revision, Neagu and colleagues reported that combined Wnt and Mek inhibition in the presence of Lif results in the stabilisation of E5.0 epiblast-like state in vitro (rosette pluripotency). These cells can revert to naïve pluripotency upon Wnt stimulation or progress into primed state upon Fgf/Erk activation, thus exhibiting naive-prime intermediate properties^56^.

During diapause, the peak of Wnt stimulation at EDG7.5 was followed by a reduction of reporter activity by EDG9.5. What determines the dynamics of Wnt signalling in the epiblast? The autocrine Wnt stimulation in the first days of diapause could be an adaptive response promoting epiblast self-renewal. As the embryo gradually becomes biosynthetically dormant, the endogenous production of Wnt ligands may also get silenced, decreasing the Wnt pathway activity below the detection threshold of the reporter. Accordingly, the Wnt-repressive function that blocks epithelialization is discontinued after EDG7.5, allowing the reorganisation of the pluripotent cells into polarised rosettes with a central microlumen. Importantly, the role that this emerging tissue-scale architecture plays in the long-term maintenance of the epiblast is still an open question. In other model systems, such as the Zebrafish lateral line neuromast, the luminal space in epithelial rosettes acts as a microenvironment that coordinates and enhances multicellular responses to signalling cues concentrated in the lumen^57^. Similarly, the rosette configuration of the epiblast may coordinate and reinforce intracellular communication to preserve the viability and developmental potential of the pluripotent lineage.

Altogether, our results show that while diapause embryos seemingly reside in a state of suspended animation, the diapause is not a “paused” state, but a dynamic process with underlying mechanisms that can appear redundant during transient embryonic development. Future research can reveal to what extent cell signalling and tissue organisation principles in the epiblast are shared in other mammalian species that utilise diapause as a reproductive strategy.

## Methods

### Cell lines

Stable cell lines for constitutive transgene expression were generated using PiggyBac (PB) transposon system^58^. The transgenes were cloned into PB transposon vector (pIB10-PB-CAG-cHA-IRES-Puro) and co-transfected with transposase encoding plasmid (pIB1-PyCAG-PBase). After selection with puromycin (1 µg/ml), individual clones were picked and analysed by PCR, western blot and/or immunohistochemistry to identify transgene expression. The stable cell lines for inducible (Tet-on) transgene expression were also generated using the PB transposon system. The transgenes were cloned into pIB12-PB-hCMV1-cHA-IRES-Venus plasmid that contains tetracycline response elements and co-transfected with transposase (pIB1-PyCAG-PBase) and tetracycline-controlled transactivator (pIB11-PB-CAG-rtTAM2-IRES-Neo) plasmids, followed by selection with G418 (300 µg/ml). Tet-on transgene expression was stimulated using 1 µg/ml of Dox. Conditional ablation via Cre/loxP recombination was induced using 500 nM of 4OHT.

### Mice

The mice used in this study were at the age of 6 weeks to 5 months. The animals were maintained under a 14-h light/10-h dark cycle with free access to food and water. Female mice were housed in groups of up to four per cage, and male stud mice were housed individually. Embryos for experiments were obtained from wild-type and transgenic strains from mattings using females with a natural ovulation cycle. Heterozygous mouse lines were generated from β-catenin fl/fl, Esrrb fl/fl and Wls fl/fl conditional knockout strains by crossings with Zp3-Cre mice. F1 generation of female mice with genotypes: β-catenin fl/+ Zp3-Cre, Esrrb fl/+ Zp3-Cre or Wls fl/+ Zp3-Cre were crossed with C57Bl/6 males to generate β-catenin + /−, Esrrb + /− or Wls + /− strains. Knockout embryos for experiments were derived from heterozygous intercrosses and compared to wild-type and heterozygous littermates. Animal experiments and husbandry were performed according to the German Animal Welfare guidelines and approved by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (State Agency for Nature, Environment and Consumer Protection of North Rhine-Westphalia).

### Cell culture

All ES cell lines were maintained in the presence of 2i/Lif (0.4 µM PD0325901; Cayman Chemical, 13034, 3 µM CHIR99021; Tocris, 4423 and 4 ng/ml Lif; prepared in house), on plastic dished coated with 0.2% gelatine and passaged at 1:6 ratio using 0.05% Trypsin-EDTA. The TCF/Lef:H2B-GFP ES cells were derived from TCF/Lef:H2B-GFP blastocyst. E3.5 embryos were plated into individual wells of a 96-well plate and cultured in DMEM medium supplemented with 15% FBS, 2 mM L-glutamine, 1 mM sodium pyruvate, 0.1 mM non-essential amino acids, 50 U/ml penicillin–streptomycin, 0.1 mM 2-mercaptoethnal, 0.4 µM PD0325901, 3 µM CHIR99021 and 4 ng/ml Lif. After 4 days of culture, the blastocyst outgrowths were dissociated using trypsin, transferred into fresh wells and further expanded once ES cell colonies emerged. TCF/Lef:H2B-GFP ES cells conversion to EpiLC was performed as follows. The TCF/Lef:H2B-GFP ES cells were grown on fibronectin-coated plates in N2B27 (N2; Thermo Fisher Scientific, 17502048, B27; Thermo Fisher Scientific, 12587001) medium supplemented with 2i/Lif for 2 passages. After that, the cells were plated on fresh fibronectin-coated plates and grown for 2 days in N2B27 medium supplemented with 1% KSR, 12 ng/ml Fgf2 and 20 ng/ml Activin A.

### 3D cell culture

The cells were dissociated using 0.05% trypsin-EDTA, pelleted by centrifugation (5 min/1000 rpm), then washed with PBS and repelleted. After removing any residual PBS, the cells were resuspended in Matrigel (Corning, 356231) (2000 cells per 1 µl of Matrigel), and 20 µl of the cell suspension was plated per single well of eight-well ibidi µ-plate. To solidify the hydrogel, the plate was placed for 2–3 min in a cell culture incubator at 37 °C. After that each well was filled with N2B27 medium supplemented with single or combination of inhibitors—0.4 µM PD0325901, 3 µM CHIR99021 or an equal volume of DMSO and ligands—12 ng/ml Fgf2, 20 ng/ml Activin A or 4 ng/ml Lif and cultured for 24 h, 36 h or 48 h at 37 °C and 5% CO_2_ atmosphere in the air.

### Genomic DNA isolation and PCR genotyping

Lysis buffer containing 50 mM KCl, 10 mM Tris-HCl pH 8.0, 2 mM MgCl_2_, 0.45% NP-40, 0.45% Tween-20 and 0.4 mg/ml proteinase K was used to lyse tissues and extract DNA. The volume of the lysis buffer was adjusted based on the amount of material, 50 µl lysis buffer was used for earclips, and 10 µl lysis buffer was used for pre-implantation embryos. The tissue was lysed for at least 3 h at 55 °C, followed by 95 °C incubation for 15 min, and 1 µl of the solution was used for PCR genotyping with primers indicated in Supplementary Table 1.

### Western blot

ES cells were lysed using buffer containing 10 mM Tris-HCl pH 7.6, 150 mM NaCl, 2 mM MgCl_2_, 2 mM EDTA, 0.1% Triton-X-100, 10% glycerol and 1× protease inhibitors cocktail (cOmplete ULTRA). The lysate was kept on ice for 20 min and then sonicated for 5 min. Extracted proteins were loaded into PAA gel and transferred to the PVDF membrane followed by blocking in 5% dry milk in PBST for 30 min. The membrane was incubated with primary antibodies at 4 °C, overnight. On the next day, the membrane was washed with PBST and incubated with secondary antibodies conjugated to HRP for 2 h. The proteins were detected using ECL or ECL Plus and exposed to autoradiography films. Uncropped blots can be found in the source data file.

### Induction of diapause

Diapause was induced via ovariectomy of female mice on the morning of day 3.5 post coitum. The pregnancy during diapause was maintained by a daily injection of 3 mg medroxyprogesterone 17-acetate (Depo Clinovir). Non-surgical diapause was induced via injection of 10 µg tamoxifen and 3 mg medroxyprogesterone 17-acetate at 1.5 and 2.5 d.p.c (days post coitum).

### Immunofluorescence

Cells or embryos were fixed with 4% PFA for 20 min and washed twice using a washing solution of 1% FCS in PBS. The fixed samples were permeabilized with 0.3% Triton for 10 min and then washed twice. The primary antibody was applied in a blocking buffer of 2% FCS in PBS for 24 h at 4 °C. After three times of washing, samples were incubated in the secondary antibody solution for another 24 h at 4 °C, and the nuclei were counterstained with DAPI. The embryos were mounted on glass-bottom plates, in drops of 1% FCS/PBS under mineral oil, whereas ES cells were directly imaged in the ibidi µ-plates used for 3D culture. Primary antibodies and dilutions: mouse anti-Esrrb (R&D systems, PP-H6705-00, 1:300), mouse anti-Nanog (Cell signalling technology, 8822, 1:300), goat anti-Sox17 (R&D systems, AF1924, 1:300), mouse anti-Oct4 (Cell signalling technology, 83932, 1:300), rabbit anti-Pard6B1 (Santa Cruz Biotechnology, sc-67393, 1:300), mouse anti-Pard6B1 (Santa Cruz Biotechnology, sc-166405, 1:300), rabbit monoclonal anti-Sox2 (Cell signalling technology, 23064, 1:300), mouse anti-β-Catenin (BD Biosciences, 610154, 1:300), mouse anti-E-Cadherin (BD Biosciences, 610182, 1:300), goat anti-GFP (R&D systems, AF4240, 1:300), rat anti-Podocalyxin (R&D systems, MAB1556, 1:300), rabbit anti-Cleaved Caspase-3 (Cell Signalling Technology, 9664, 1:300), rabbit anti-Spry2 (Thermo, PA5-98172, 1:300), secondary antibodies and dilutions: Alexa 594 donkey anti-rabbit IgG (H+L) (1:200), Alexa 488 donkey anti-rabbit IgG (H+L) (1:200), Alexa 488 donkey anti-mouse IgG (H+L) (1:200), Alexa 647 donkey anti-rat IgG (H+L) (1:200), Alexa 647 donkey anti-mouse IgG (H+L) (1:200), Alexa 488 donkey anti-goat IgG (H+L) (1:200), Alexa 647 donkey anti-goat IgG (H+L) (1:200), Alexa 488 donkey anti-rabbit IgG (H+L) (1:200). F-actin was stained using Alexa Fluor^®^ 647 Phalloidin. Images were acquired using Leica SP5 and Leica SP8 confocal microscopes and analysed by using Fiji software. Nuclear fluorescence intensity was normalised against the average background signal.

### Fluorescence-activated cell sorting (FACS)

Cells were dissociated using trypsin and transferred into PBS supplemented with 3% FCS. FACSAria IIu sorter (BD biosciences) was used for sorting and analysis. Single viable cells were first selected based on FSC and SSC gating, and then Venus-positive cells were collected. Flowjo software (TreeStar) was used for data analysis.

### Transmission electron microscopy

Embryos were fixed in 2% PFA, 2% glutaraldehyde in 0.1 M cacodylate buffer, pH 7.4. For better handling, each sample was first embedded in 2% LMP-agarose and postfixed in 1% osmiumtetroxide, 1.5% potassiumferrocyanide in 0.1 M cacodylate buffer. Subsequently, the specimen was dehydrated stepwise in ethanol, including en bloc 0.5% uranyl acetate staining during 70% ethanol. The last dehydration step was performed in propylenoxide followed by epon embedding. Sectioning on an ultramicrotome (UC6, Leica) was done stepwise until the region of interest and 60-nm ultrathin sections were collected on formvar filmed one slot grid and counterstained with lead. The samples were imaged on a FEI-Tecnai 12-electron microscope at 80 kV (Thermofisher Scientific), and characteristic images were taken with a 2 K CCD-Veleta camera (EMSIS). For EDG9.5 embryos, a CLEM approach (correlative light electron microscopy) adapted from ref. ^59^ was applied to reach the area of interest (onset of lumen formation). Mouse embryos were fixed in 4% PFA in 0.1 M PHEM buffer, pH 6.9 and stained overnight with phalloidin to visualise individual cells in the framework of lumen formation. The embryos were glued with agarose on a glass-bottom dish (ibidi) suitable for light microscopy and submerged with PBS. Subsequently, the coordinates/position in z of the lumen was determined using confocal imaging. After that, the embryos were fixed in 2% PFA, 2% glutaraldehyde in 0.1 M cacodylate buffer, pH 7.4 as described and processed further for epon embedding into a gelatine capsule. Target sectioning was performed until the calculated *z* position cross-sectioning the lumen initiation point.

### RNA sequencing and data analysis

In all, 1 μg of the total RNA, with RIN (RNA integrity number) numbers above 7 (Agilent 2100 Bioanalyzer), were used. mRNA was enriched using NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module and cDNA library was prepared with NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit. Sequencing was performed on the NextSeq 500 system (75 cycles, high output, v2.5). The sequencing is performed in Core Facility Genomics of the Medical Faculty, University of Münster.

The RNA sequencing reads were aligned to the mouse genome mm10 with TopHat2 aligner (v2.1.1)^60^ with default input parameters. The number of reads that were mapped to each Ensembl gene (GRCm38) was counted using the Python package HTSeq (v0.7.2)^60,61^ with “htseq-count –stranded no”. Principal component analysis and differential expression analysis was performed with raw counts using the R package DESeq2 (v1.18.1)^62^. Genes were considered as deregulated if |log2FC | > 1 and FDR < 0.01 using Benjamini–Hochberg multiple test adjustment^63^. Gene set enrichment analysis (GSEA) was performed by using GSEA software version 4.0.1^64^ with default settings. Input files were adapted from normalised counts generated with VST function in DESeq2 package. In total, 1000 permutations were used to calculate *P* values based on the phenotype annotation.

### Quantitative PCR analysis

The total RNA was extracted using the NucleoSpin RNA (MACHEREY-NAGEL) Mini kit for RNA purification. cDNA synthesis was performed using the M-MLV reverse transcriptase (MACHEREY-NAGEL). Transcript levels were detected using iTaq SYBR Green Supermix (Bio-Rad) with Quantstudio 3 (Applied Biosystems). Gene expression was normalised to the housekeeping genes Gapdh and calculated using the delta Ct algorithm. The primer sequences are listed in Supplementary Table S6.

### Analysis of publicly available data

ChIP-seq data of Tcf3 and Esrrb were downloaded from GEO (GSE11724 and GSE11431, respectively). Input DNA or Mock IP samples from each study were used as spike controls. Sequencing reads are mapped to mm10 mouse genome reference with aligner STAR^65^. Peak calling was performed by MACS2^66^ with setting “-g mm --nomodel --extsize 200 --SPMR -B -q 0.05”. Normalised read coverage from MACS2 output was visualised with IGV^67^.

### Statistics and reproducibility

All the experiments presented in this manuscript are reproduced at least in three independent experiments. Images are shown as the representative of all independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

All RNA sequencing data are deposited in the NCBI GEO database under accession code: GSE141773. There is no restriction on data availability. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Hackett JA, Surani MA (2014). Regulatory principles of pluripotency: from the ground state up. Cell Stem Cell.

[2] Govindasamy N, Duethorn B, Oezgueldez HO, Kim YS, Bedzhov I (2019). Test-tube embryos—mouse and human development in vitro to blastocyst stage and beyond. Int. J. Dev. Biol..

[3] Nancy P (2012). Chemokine gene silencing in decidual stromal cells limits T cell access to the maternal-fetal interface. Science.

[4] Wang H, Dey SK (2006). Roadmap to embryo implantation: clues from mouse models. Nat. Rev. Genet..

[5] Kinoshita M, Smith A (2018). Pluripotency deconstructed. Dev. Growth Differ..

[6] Bulut-Karslioglu A (2016). Inhibition of mTOR induces a paused pluripotent state. Nature.

[7] Scognamiglio R (2016). Myc depletion induces a pluripotent dormant state mimicking diapause. Cell.

[8] Fenelon JC, Banerjee A, Murphy BD (2014). Embryonic diapause: development on hold. Int. J. Dev. Biol..

[9] Brook FA, Gardner RL (1997). The origin and efficient derivation of embryonic stem cells in the mouse. Proc. Natl Acad. Sci. USA.

[10] Kawase E (1994). Strain difference in establishment of mouse embryonic stem (ES) cell lines. Int. J. Dev. Biol..

[11] Wray J (2011). Inhibition of glycogen synthase kinase-3 alleviates Tcf3 repression of the pluripotency network and increases embryonic stem cell resistance to differentiation. Nat. Cell Biol..

[12] Ying QL (2008). The ground state of embryonic stem cell self-renewal. Nature.

[13] Boroviak T, Loos R, Bertone P, Smith A, Nichols J (2014). The ability of inner-cell-mass cells to self-renew as embryonic stem cells is acquired following epiblast specification. Nat. Cell Biol..

[14] Bedzhov I, Zernicka-Goetz M (2014). Self-organizing properties of mouse pluripotent cells initiate morphogenesis upon implantation. Cell.

[15] Barth AI, Stewart DB, Nelson WJ (1999). T cell factor-activated transcription is not sufficient to induce anchorage-independent growth of epithelial cells expressing mutant beta-catenin. Proc. Natl Acad. Sci. USA.

[16] Harada N (1999). Intestinal polyposis in mice with a dominant stable mutation of the beta-catenin gene. EMBO J..

[17] Hayashi K, Ohta H, Kurimoto K, Aramaki S, Saitou M (2011). Reconstitution of the mouse germ cell specification pathway in culture by pluripotent stem cells. Cell.

[18] Brons IG (2007). Derivation of pluripotent epiblast stem cells from mammalian embryos. Nature.

[19] Tesar PJ (2007). New cell lines from mouse epiblast share defining features with human embryonic stem cells. Nature.

[20] Ferrer-Vaquer A (2010). A sensitive and bright single-cell resolution live imaging reporter of Wnt/ss-catenin signaling in the mouse. BMC Dev. Biol..

[21] Tsakiridis A (2014). Distinct Wnt-driven primitive streak-like populations reflect in vivo lineage precursors. Development.

[22] Marson A (2008). Connecting microRNA genes to the core transcriptional regulatory circuitry of embryonic stem cells. Cell.

[23] Yi F (2011). Opposing effects of Tcf3 and Tcf1 control Wnt stimulation of embryonic stem cell self-renewal. Nat. Cell Biol..

[24] Martello G (2012). Esrrb is a pivotal target of the Gsk3/Tcf3 axis regulating embryonic stem cell self-renewal. Cell Stem Cell.

[25] Adachi K (2018). Esrrb unlocks silenced enhancers for reprogramming to naive pluripotency. Cell Stem Cell.

[26] Chen X (2008). Integration of external signaling pathways with the core transcriptional network in embryonic stem cells. Cell.

[27] Chiang TS, Wu HF, Lee FS (2017). ADP-ribosylation factor-like 4C binding to filamin-A modulates filopodium formation and cell migration. Mol. Biol. Cell.

[28] Sugimoto M (2008). The keratin-binding protein Albatross regulates polarization of epithelial cells. J. Cell Biol..

[29] Hengst U, Deglincerti A, Kim HJ, Jeon NL, Jaffrey SR (2009). Axonal elongation triggered by stimulus-induced local translation of a polarity complex protein. Nat. Cell Biol..

[30] Barbachano A (2016). SPROUTY-2 represses the epithelial phenotype of colon carcinoma cells via upregulation of ZEB1 mediated by ETS1 and miR-200/miR-150. Oncogene.

[31] van Amerongen R, Berns A (2006). Knockout mouse models to study Wnt signal transduction. Trends Genet..

[32] Huelsken J (2000). Requirement for beta-catenin in anterior-posterior axis formation in mice. J. Cell Biol..

[33] Haegel H (1995). Lack of beta-catenin affects mouse. Dev. Gastrulation. Dev..

[34] Luo J (1997). Placental abnormalities in mouse embryos lacking the orphan nuclear receptor ERR-beta. Nature.

[35] Boroviak T (2015). Lineage-specific profiling delineates the emergence and progression of naive pluripotency in mammalian embryogenesis. Dev. Cell.

[36] Hadjantonakis, A. K. & Papaioannou, V. E. Dynamic in vivo imaging and cell tracking using a histone fluorescent protein fusion in mice. *BMC Biotechnol.***4**, 10.1186/1472-6750-4-33 (2004).10.1186/1472-6750-4-33PMC54440115619330

[37] Das S, Yu S, Sakamori R, Stypulkowski E, Gao N (2012). Wntless in Wnt secretion: molecular, cellular and genetic aspects. Front. Biol..

[38] Stuart HT (2019). Distinct molecular trajectories converge to induce naive pluripotency. Cell Stem Cell.

[39] Shin K, Straight S, Margolis B (2005). PATJ regulates tight junction formation and polarity in mammalian epithelial cells. J. Cell Biol..

[40] Russ A, Louderbough JM, Zarnescu D, Schroeder JA (2012). Hugl1 and Hugl2 in mammary epithelial cells: polarity, proliferation, and differentiation. PLoS ONE.

[41] Edwin F, Anderson K, Ying C, Patel TB (2009). Intermolecular interactions of Sprouty proteins and their implications in development and disease. Mol. Pharm..

[42] Kang M, Garg V, Hadjantonakis AK (2017). Lineage establishment and progression within the inner cell mass of the mouse blastocyst requires FGFR1 and FGFR2. Dev. Cell.

[43] Doble BW, Patel S, Wood GA, Kockeritz LK, Woodgett JR (2007). Functional redundancy of GSK-3alpha and GSK-3beta in Wnt/beta-catenin signaling shown by using an allelic series of embryonic stem cell lines. Dev. Cell.

[44] Yi F, Pereira L, Merrill BJ (2008). Tcf3 functions as a steady-state limiter of transcriptional programs of mouse embryonic stem cell self-renewal. Stem Cells.

[45] Cole MF, Johnstone SE, Newman JJ, Kagey MH, Young RA (2008). Tcf3 is an integral component of the core regulatory circuitry of embryonic stem cells. Genes Dev..

[46] Merrill BJ (2004). Tcf3: a transcriptional regulator of axis induction in the early embryo. Development.

[47] Williams RL (1988). Myeloid leukaemia inhibitory factor maintains the developmental potential of embryonic stem cells. Nature.

[48] Smith AG (1988). Inhibition of pluripotential embryonic stem cell differentiation by purified polypeptides. Nature.

[49] Yoshida K (1996). Targeted disruption of gp130, a common signal transducer for the interleukin 6 family of cytokines, leads to myocardial and hematological disorders. Proc. Natl Acad. Sci. USA.

[50] Nakashima K (1999). Developmental requirement of gp130 signaling in neuronal survival and astrocyte differentiation. J. Neurosci..

[51] Nichols J, Chambers I, Taga T, Smith A (2001). Physiological rationale for responsiveness of mouse embryonic stem cells to gp130 cytokines. Development.

[52] Dunn SJ, Martello G, Yordanov B, Emmott S, Smith AG (2014). Defining an essential transcription factor program for naive pluripotency. Science.

[53] Messerschmidt DM, Kemler R (2010). Nanog is required for primitive endoderm formation through a non-cell autonomous mechanism. Dev. Biol..

[54] Buehr M, Smith A (2003). Genesis of embryonic stem cells. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[55] Nichols, J. & Jones, K. Derivation of Mouse Embryonic Stem (ES) Cell Lines Using Small-Molecule Inhibitors of Erk and Gsk3 Signaling (2i). *Cold Spring Harb. Protoc.***2017**, 10.1101/pdb.prot094086 (2017).10.1101/pdb.prot09408628461660

[56] Neagu A (2020). In vitro capture and characterization of embryonic rosette-stage pluripotency between naive and primed states. Nat. Cell Biol..

[57] Durdu S (2014). Luminal signalling links cell communication to tissue architecture during organogenesis. Nature.

[58] Wang W (2008). Chromosomal transposition of PiggyBac in mouse embryonic stem cells. Proc. Natl Acad. Sci. USA.

[59] Goudarzi M (2015). Correlative light and electron microscopy of rare cell populations in Zebrafish embryos using laser marks. Zebrafish.

[60] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[61] Anders S, Pyl PT, Huber W (2015). HTSeq−a Python framework to work with high-throughput sequencing data. Bioinformatics.

[62] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[63] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate—a practical and powerful approach to multiple testing. J. R. Stat. Soc. B.

[64] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[65] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[66] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[67] Robinson JT (2011). Integrative genomics viewer. Nat. Biotechnol..

# Supplementary material for: Wnt/Beta-catenin/Esrrb signalling controls the tissue-scale reorganization and maintenance of the pluripotent lineage during murine embryonic diapause
**Source:** Nat Commun. 2020 Oct 30;11:5499. doi: 10.1038/s41467-020-19353-0
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

**Wnt/Beta-catenin/Esrrb signalling controls the tissue-scale reorganization and maintenance of the pluripotent lineage during murine embryonic diapause**

Fan et al

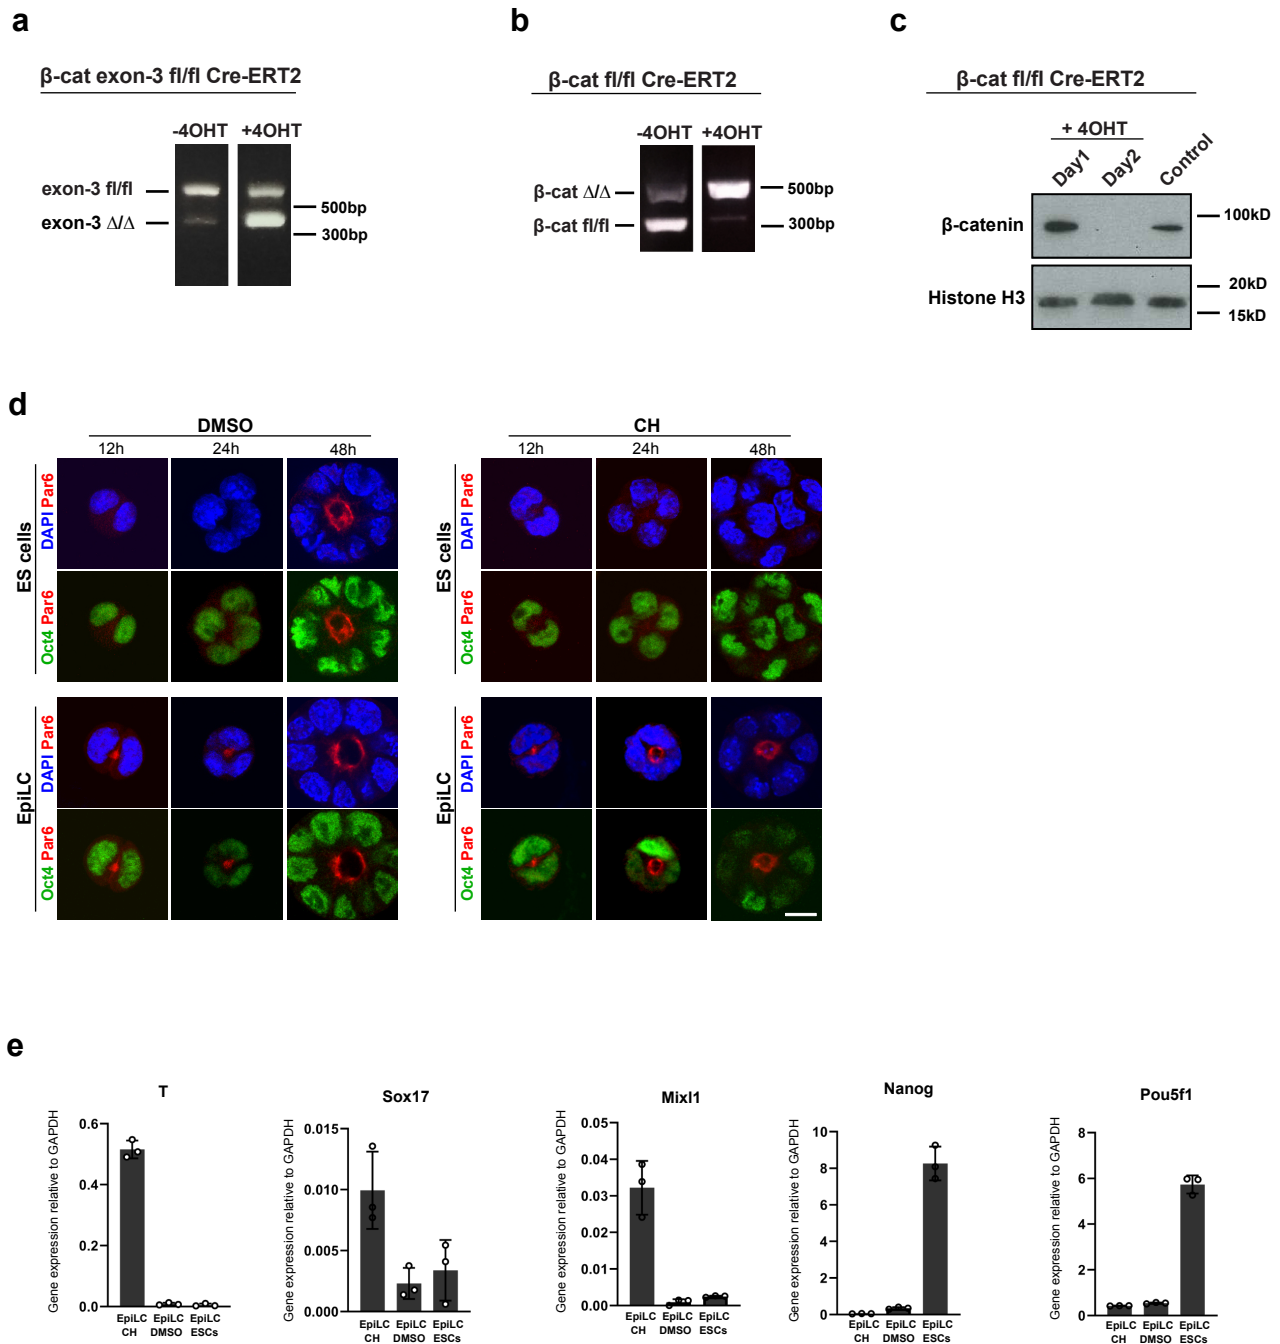

**Supplementary Figure 1. Active Wnt/b-catenin signalling blocks the establishment of epithelial polarity in a 3D in vitro model of epiblast development.** (a) PCR analysis of b-catenin exon-3 deletion after 2 days of 4OHT treatment of b-catenin exon-3 fl/fl Cre-ERT2 ES cells, compared to non-treated (-4OHT) control cells. (b) PCR analysis of conditional b-catenin deletion after 2 days of 4OHT treatment of b-catenin fl/fl Cre-ERT2 ES cells, compared to non-treated (-4OHT) control cells. (c) Western blot analysis of b-catenin protein levels after 1 and 2 days of 4OHT treatment of b-catenin fl/fl Cre-ERT2 ES cells, compared to non-treated (-4OHT) control cells. Uncropped blots are provided in source data file. (d) EpiLC or ES cells cultured in the presence of DMSO or CH for 12h, 24h or 48 h and stained for Par6, Oct4 and DAPI. Scale bar, 10  $\mu$ m. (e) Gene expression of mesendodermal (T, Sox17 and Mixl1) and pluripotency (Oct4 and Nanog) markers, relative to GAPDH, in EpiLC treated with CH or DMSO for 48h and ES cells grown in 2i/Lif. Data represents mean  $\pm$  SD, three independent experiments. Related to Figure 2 and Figure 3.

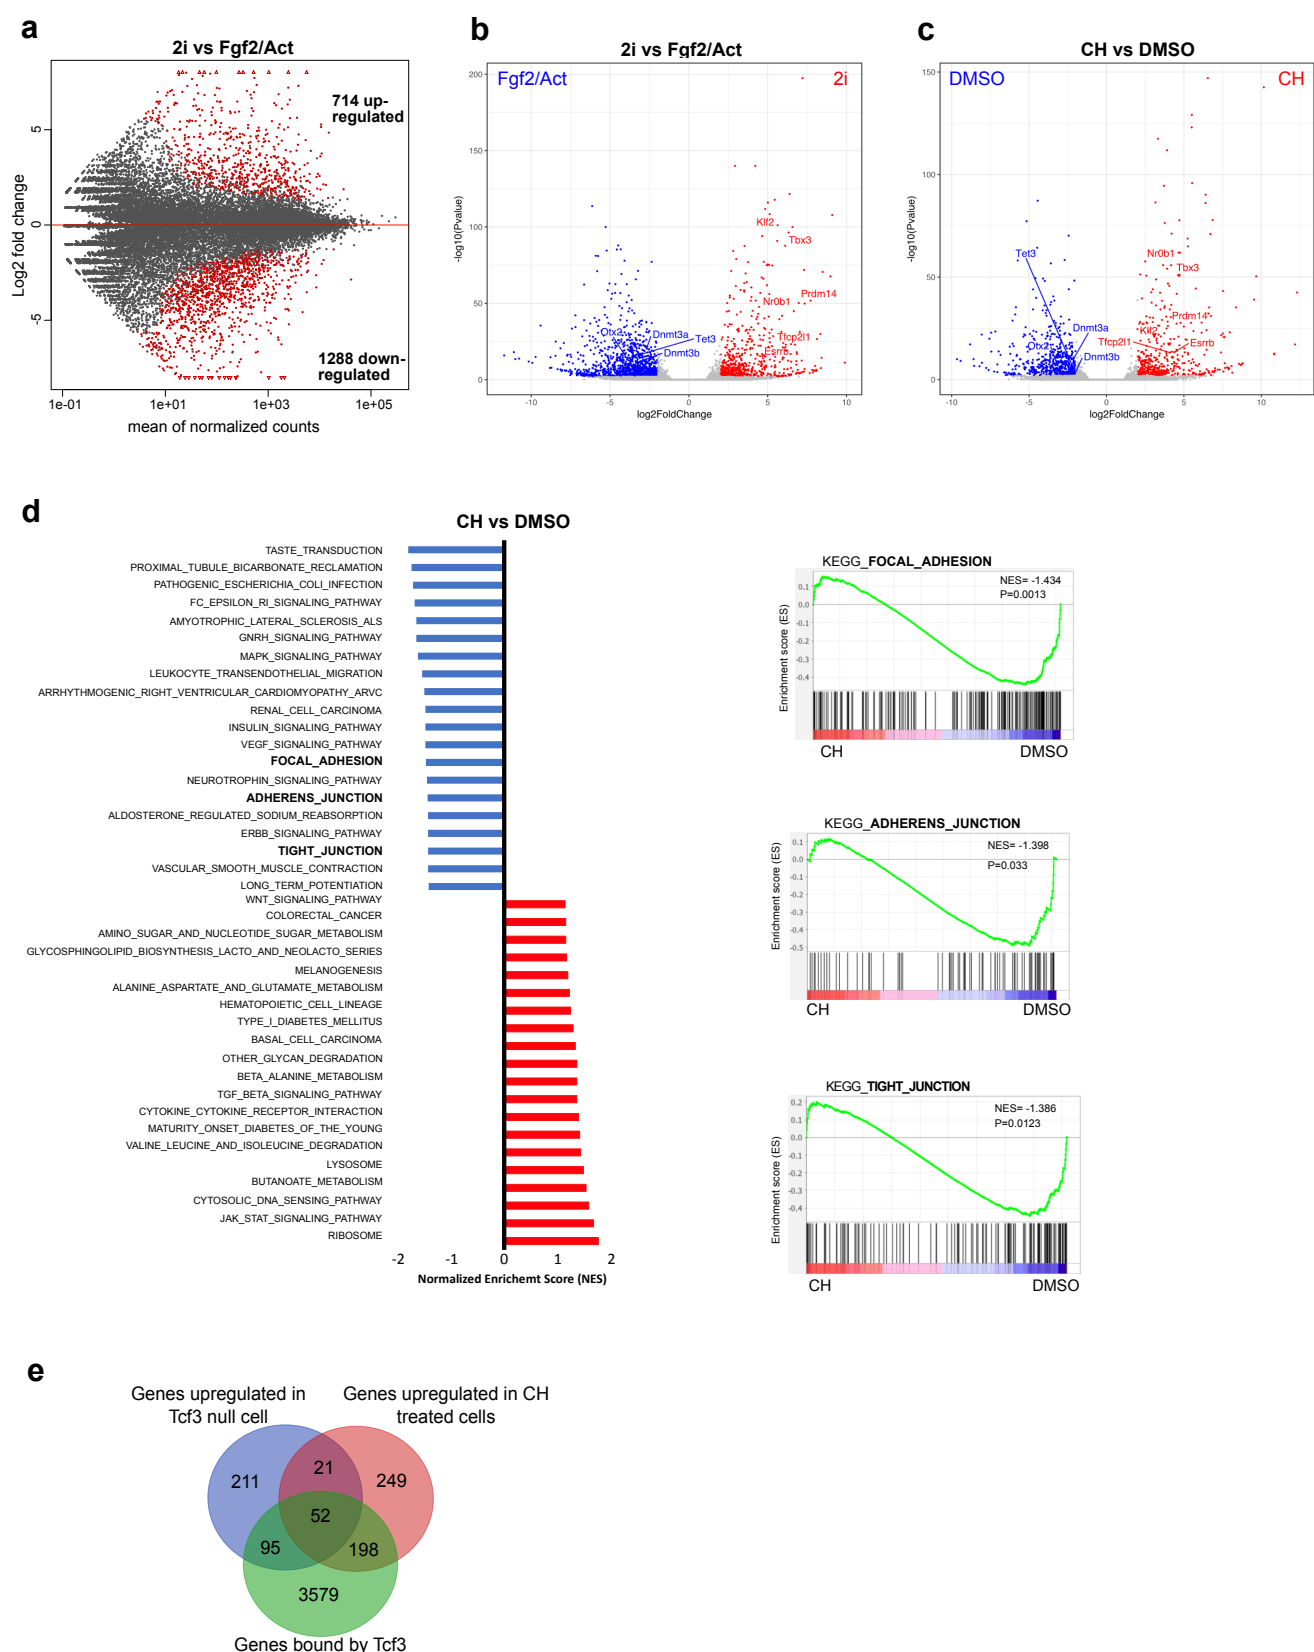

**Supplementary Figure 2. Wnt signalling counters epithelialization in the context of naïve pluripotency.** (a) Scatter plot of gene expression of 2i and Fgf2/Activin treated cells with differentially expressed genes that are significantly up- or downregulated shown in red, adjusted p-value < 0.01, three replicates per culture condition. (b) Volcano plot of gene expression of 2i and Fgf2/Activin treated cells with differentially expressed genes that are significantly upregulated in 2i shown in red and in Fgf2/Activin shown in blue, adjusted p-value < 0.01, three replicates per culture condition. (c) Volcano plot of gene expression of CH and DMSO treated cells with differentially expressed genes that are significantly upregulated in CH shown in red and in DMSO shown in blue, adjusted p-value < 0.01, three replicates per culture condition. (d) GSEA plots showing enrichment of Focal adhesion, Adherens and Tight junction KEGG pathways in DMSO treated cells in comparison to CH treated ES cells. (e) Putative Wnt targets identified via intersecting genes upregulated upon CH treatment, Tcf3 depletion and bound by Tcf3. Related to Figure 3.

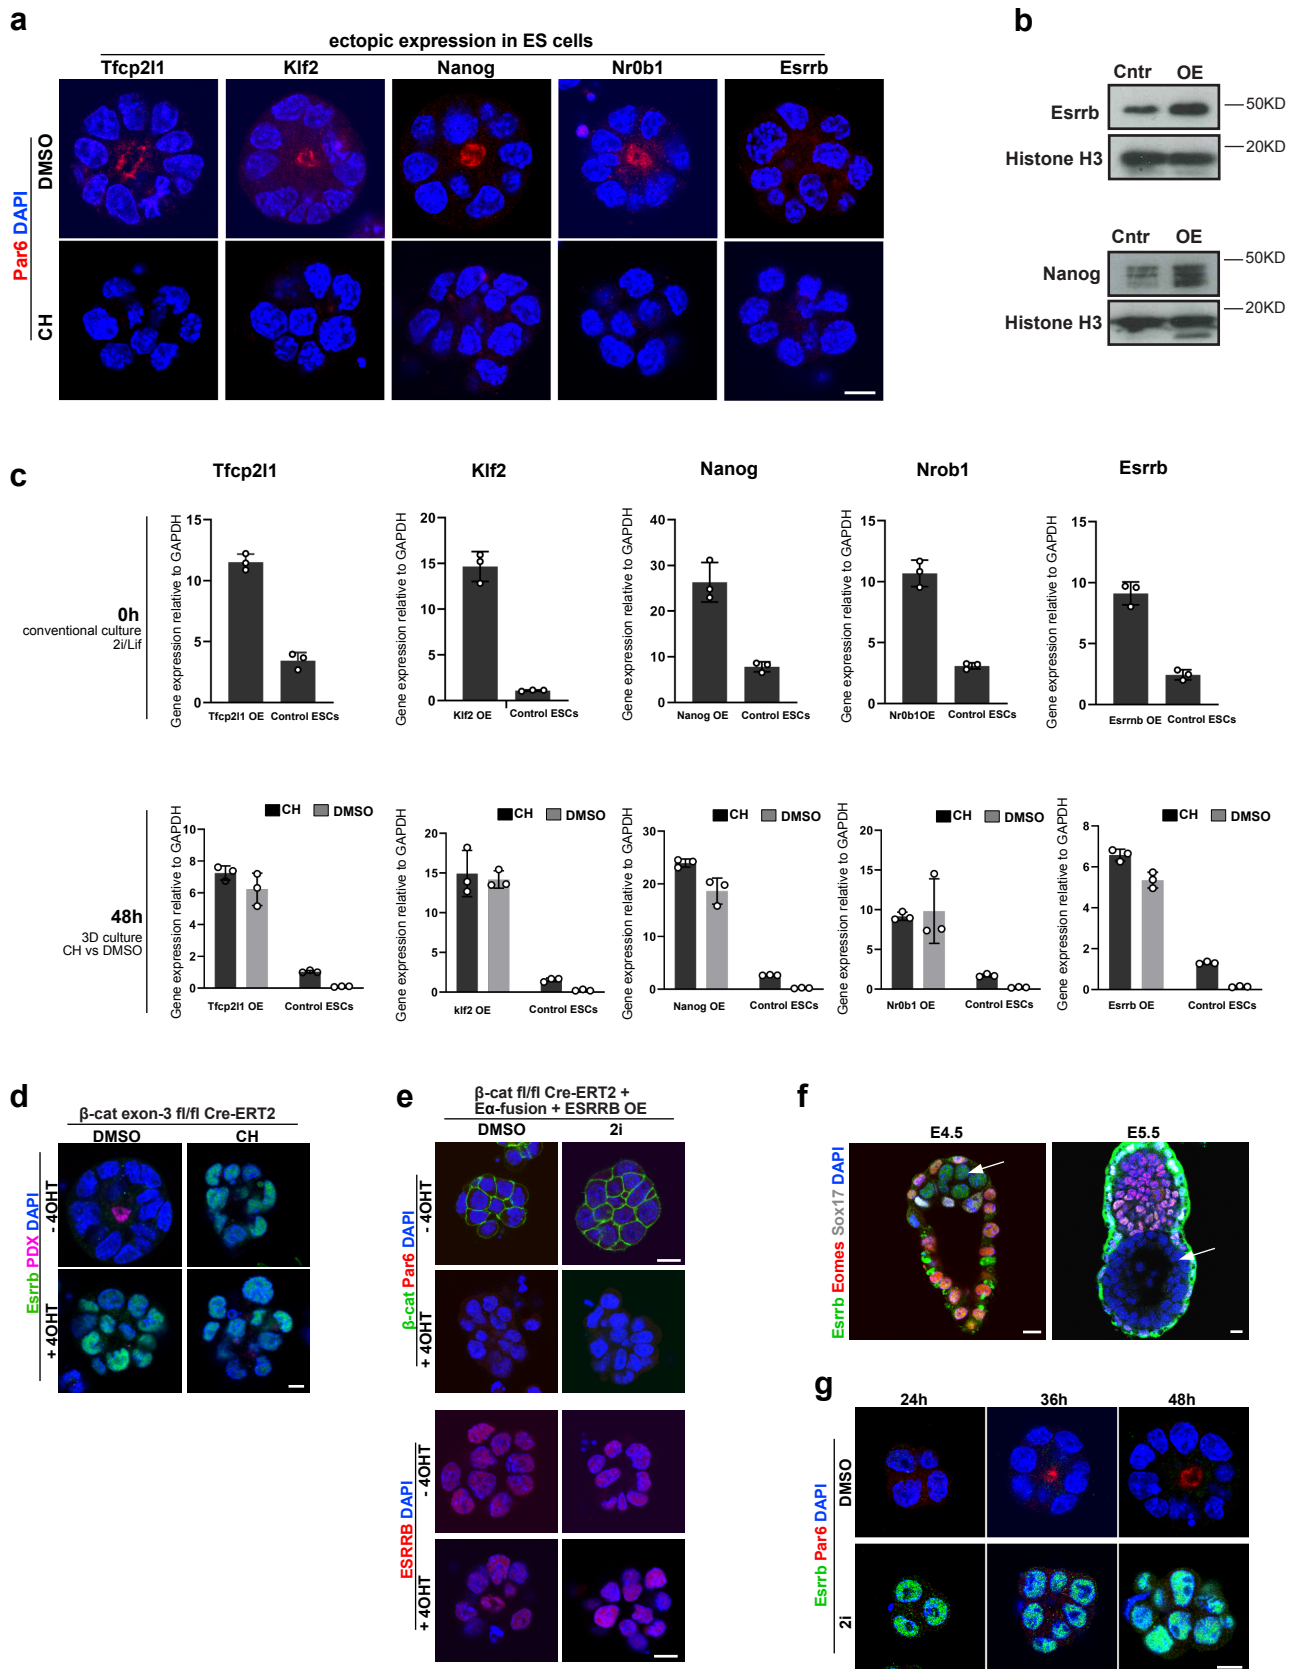

**Supplementary Figure 3. Wnt signalling suppresses epithelialization via Esrrb.** (a) E14 ES cells expressing ectopically Tfcp2l1, Klf2, Nanog, Nr0b1 or Esrrb transgenes, cultured in Matrigel for 48 h in the presence of DMSO or CH and stained for Par6 and DAPI. (b) Western blot analysis of Esrrb and Nanog expression in E14 (control) and over expressing (OE) cell lines cultured in 2i/Lif supplemented medium. Histone H3 serves as loading control. Uncropped blots are provided in source data file. (c) Gene expression of Tfcp2l1, Klf2, Nanog, Nr0b1 and Esrrb relative to GAPDH, compared to control wild-type ES cells grown in conventional 2i/Lif culture conditions (0h) and at 48h of 3D culture in CH or DMSO supplemented medium. Data represents mean  $\pm$  SD, three independent experiments. (d) Esrrb expression and establishment of epithelial polarity in control (-4OHT) b-catenin exon-3 fl/fl and b-catenin exon-3  $\Delta/\Delta$  (+4OHT) ES cells cultured in the presence of CH or DMSO for 48h in 3D culture conditions. (e) Conditional ablation of b-catenin in b-catenin fl/fl Cre-ERT2 ES cells ectopically expressing E-cadherin- $\alpha$ -catenin fusion (Ea-fusion) and Esrrb. The cells were exposed to 4OHT for 2 days and after that cultured for 48 h in 3D culture conditions, in the presence of DMSO or 2i and stained for b-catenin, Par6 and DAPI, upper panel and Esrrb and DAPI, lower panel. See also Figures 2g and 2j. (f) E4.5 blastocyst and E5.5 egg cylinder stage embryos stained for Esrrb, Eomes and Sox17. Arrows indicate the pre- and post-implantation epiblast at E4.5 and E5.5, respectively. The nuclei are counterstained with DAPI. (g) Wild-type E14 ES cells grown in 3D culture conditions in the presence of DMSO or 2i for 24 h, 36 h and 48 h and stained for Par6, Esrrb and DAPI. Scale bars, 10  $\mu$ m. Related to Figure 3.

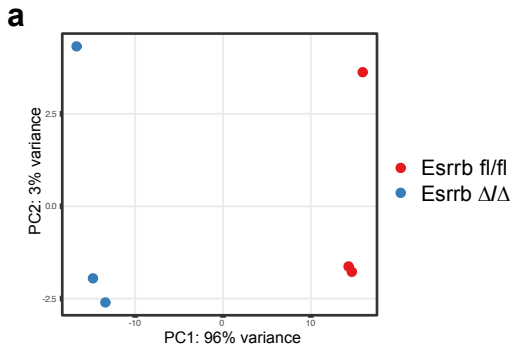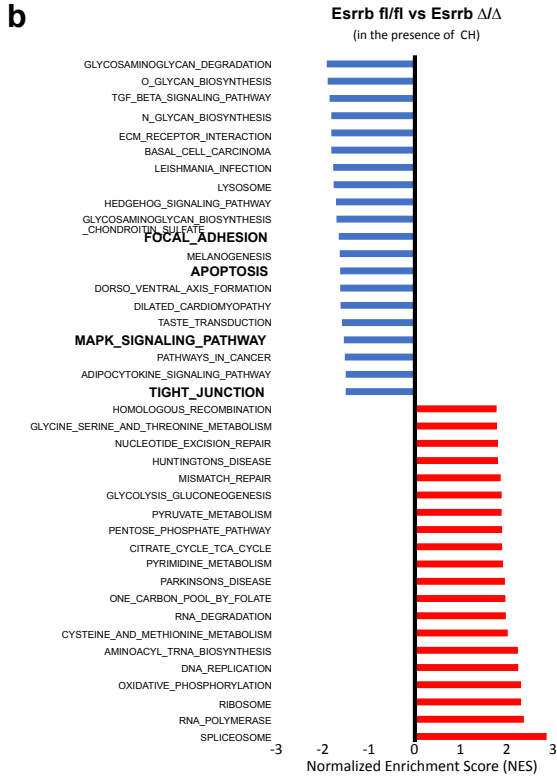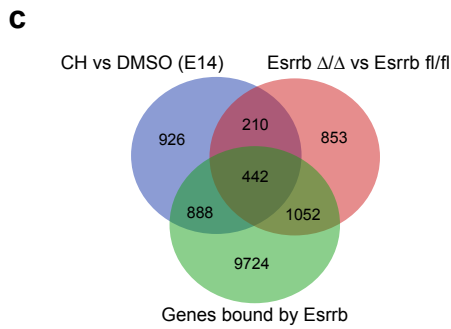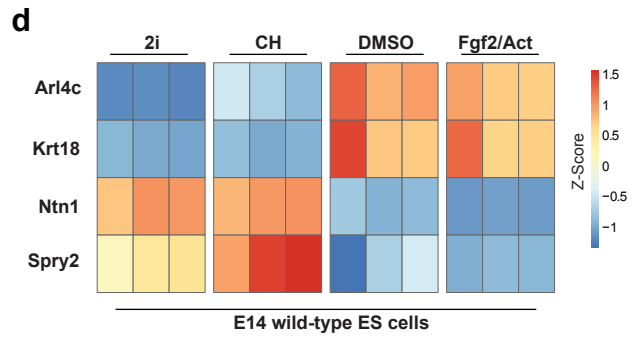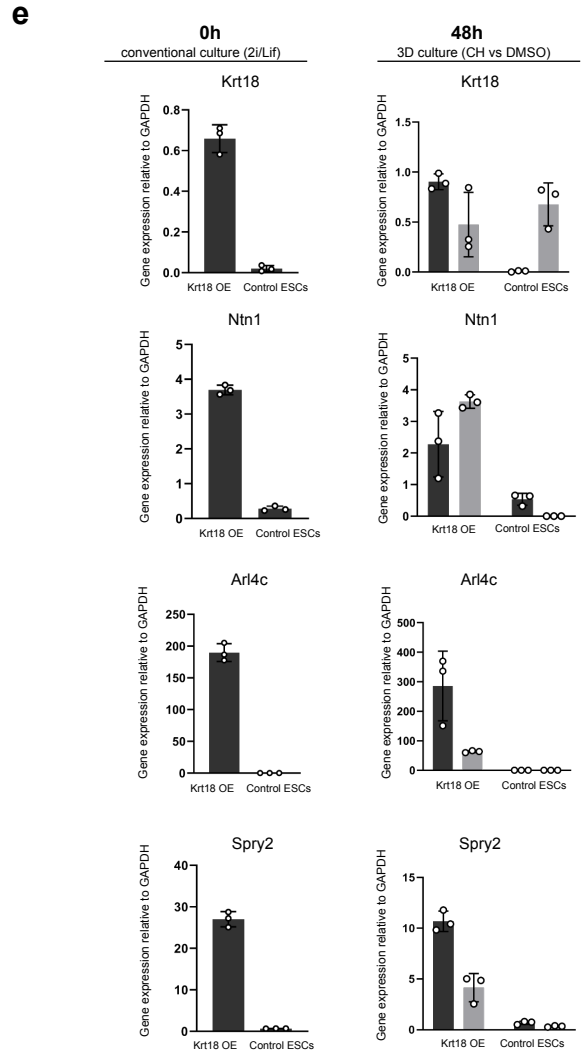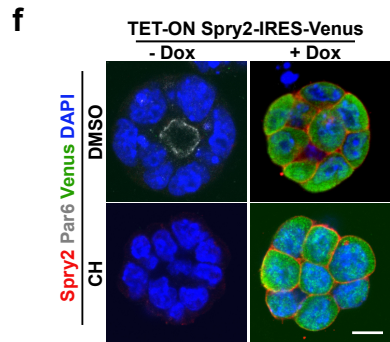

**Supplementary Figure 4. Esrrb controls the epithelial program via Spry2.** (a) Principal component analysis (PCA) plot of RNA-seq datasets of Esrrb  $\Delta/\Delta$  and Esrrb fl/fl cells cultured in CH supplemented medium for 24 h. (b) GSEA plots showing enrichment of Focal adhesion, Tight junction, Apoptosis and MAPK signalling KEGG pathways in Esrrb  $\Delta/\Delta$  cells compared to Esrrb fl/fl cells. (c) Putative Esrrb targets identified via intersecting genes modulating their expression upon CH / DMSO treatment in wild type ES cells, Esrrb depletion and bound by Esrrb. The differentially expressed genes from CH / DMSO treatment in wild type ES cells and Esrrb depletion have at least 2-fold change in expression and  $p < 0.02$  (two-tailed unpaired Student's t test). (d) Gene expression of epithelial factors in wild-type E14 ES cells cultured in DMSO, 2i, CH or Fgf2/Activin supplemented medium. (e) Gene expression of Krt18, Ntn1, Arl4c and Spry2 relative to GAPDH, compared to control wild-type ES cells in conventional 2i/Lif culture conditions (0h) and at 48h of 3D culture in CH or DMSO supplemented medium. Data represents mean  $\pm$  SD, three independent experiments. (f) Ectopic expression of Spry2 in E14 ES cells (+Dox), compared to unstimulated (-Dox) isogenic control. The cells were cultured for 48 h in the presence of DMSO or CH and stained for Spry2, Par6, Venus and DAPI. Scale bar, 10  $\mu$ m. Related to Figure 4.

**a**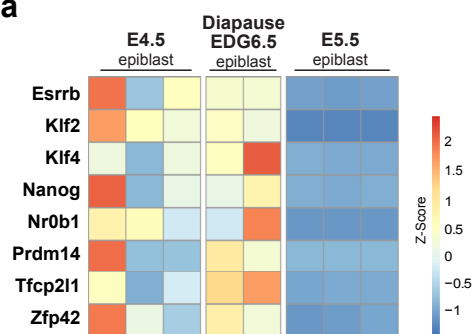**b**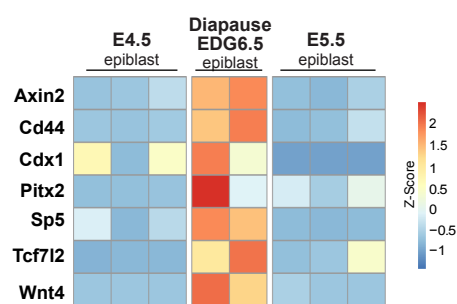

**Supplementary Figure 5. Dynamics of Wnt signalling activity during diapause.** (a) Gene expression level of naïve pluripotency factors in the epiblast of E4.5, diapause (EDG6.5) and E5.5 embryos. (b) Gene expression level of Wnt signalling related factors in the epiblast of E4.5, diapause (EDG6.5) and E5.5 embryos. Related to Figure 5.

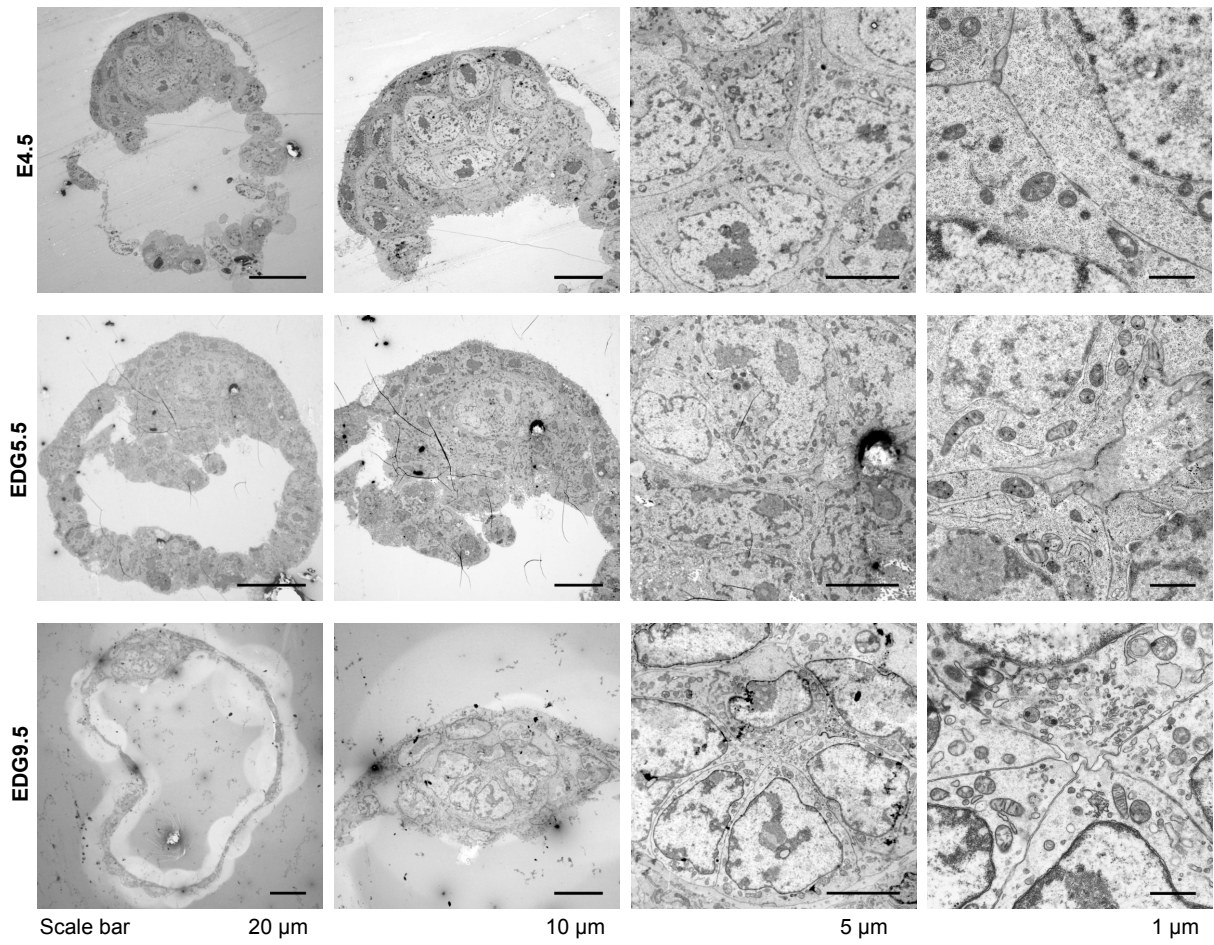

**Supplementary Figure 6. Electron microscopy analysis.** Electron microscopy analysis of E4.5, EDG5.5 and EDG9.5 blastocysts. Related to Figure 5.

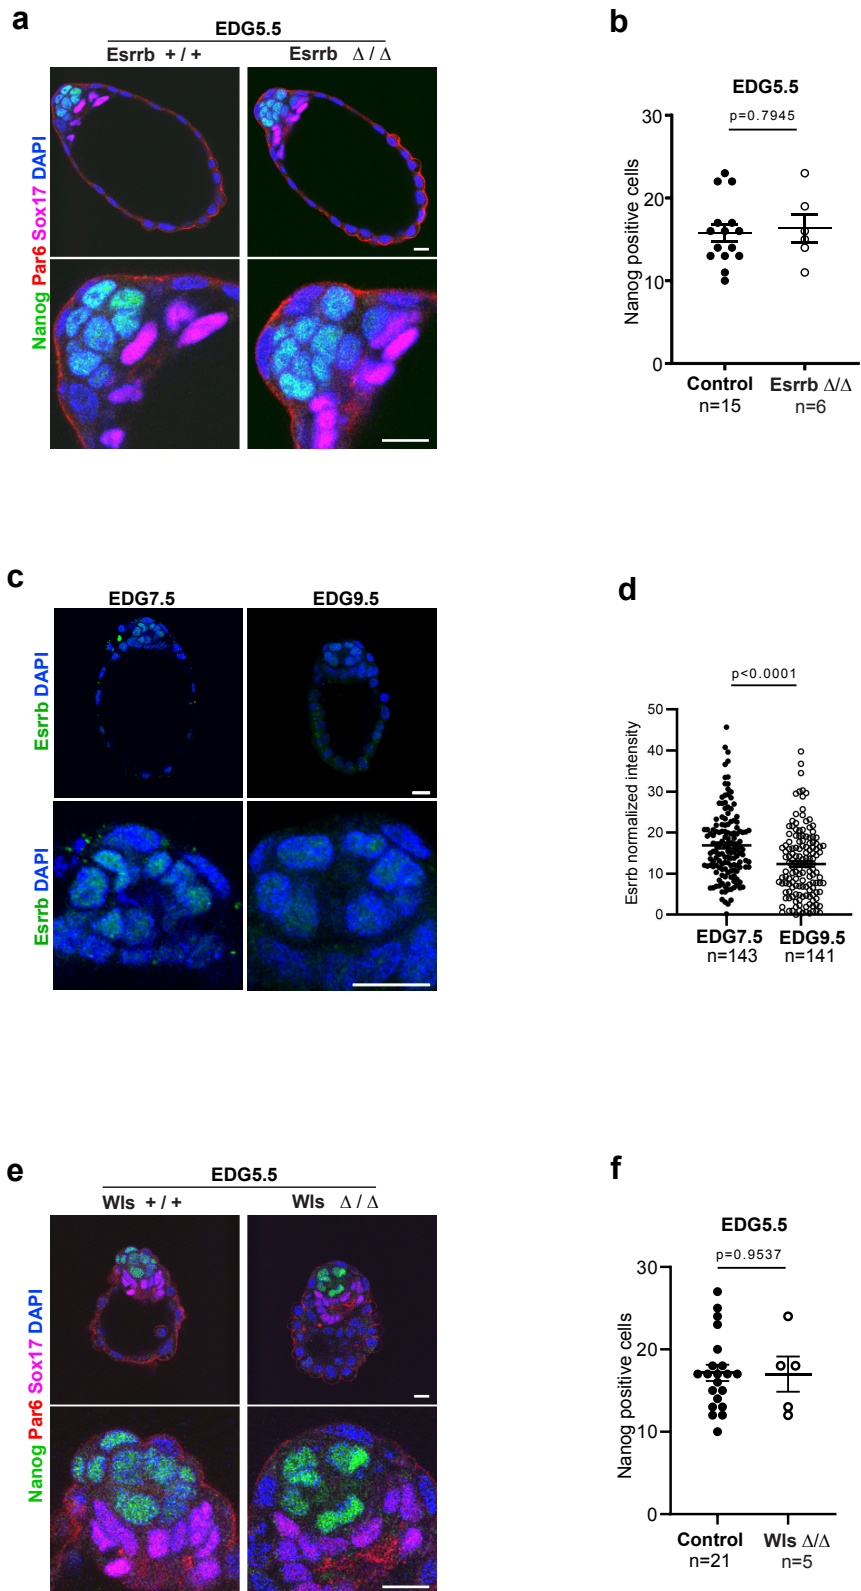

**Supplementary Figure 7.** Loss of function analysis of Esrrb and Wls during diapause. (a) Esrrb control (+/+) and knock-out ( $\Delta/\Delta$ ) embryos isolated at EDG5.5 and stained for Nanog, Par6, Sox17 and DAPI. (b) Number of epiblast cells in Esrrb control (+/+ and +/ $\Delta$ ) and knock-out embryos ( $\Delta/\Delta$ ) at EDG5.5 based on Nanog expression. Data represents mean  $\pm$  SEM, n = number of embryos, two-tailed unpaired Student's t test, exact p-value is noted in this figure. (c) EDG7.5 and EDG9.5 diapause embryos stained for Esrrb and DAPI. (d) Esrrb expression in the epiblast cells of EDG7.5 and EDG9.5 diapause embryos. Data represents mean  $\pm$  SEM, n = cells measured in 8 EDG7.5 and 10 EDG9.5 embryos, two-tailed unpaired Student's t test, exact p-value is noted in this figure. (e) Wls control (+/+) and knock-out ( $\Delta/\Delta$ ) embryos isolated at EDG5.5 and stained for Nanog, Par6, Sox17 and DAPI. (f) Number of epiblast cells in Wls control (+/+ and +/ $\Delta$ ) and knock-out embryos ( $\Delta/\Delta$ ) at EDG5.5 based on Nanog expression. Data represents mean  $\pm$  SEM, n = number of embryos, two-tailed unpaired Student's t test, exact p-value is noted in this figure. Scale bars, 10  $\mu$ m. Related to Figures 6, 7 and 8.

**Supplementary Table 1.** Primers used in this study.

| Name                | Sequence                        | Purpose    | PCR products                                          |
|---------------------|---------------------------------|------------|-------------------------------------------------------|
| ESRRB_F             | CAGCTTCCACTTTTTGTGAGG           | Genotyping | WT band 213bp; KO band 351bp; Floxed band 255bp;      |
| ESRRB_R1            | ACGGGTATGACGTAGGAGAGC           | Genotyping |                                                       |
| ESRRB_R2            | TAGGCTTTTGGAGGGAGGGTTCAT        | Genotyping |                                                       |
| H2BGFP_F            | AAGGCCGTCACCAAGTACAC            | Genotyping | H2B-GFP band 300bp                                    |
| H2BGFP_R            | AAGTCGTGCTGCTTCATGTG            | Genotyping |                                                       |
| Wls_lox_F           | AGGCTTCGAACGTAAC TGACC          | Genotyping | WT band 411 bp; Floxed band 556 bp                    |
| Wls_lox_R           | CTCAGAACTCCCTTCTTGAAGC          | Genotyping |                                                       |
| Wls_lox_F2          | CTTCCCTGCTTCTTTAAGCGTC          | Genotyping | WT band 1625 bp; KO band 410 bp                       |
| Wls_lox_R2          | CTCAGAACTCCCTTCTTGAAGC          | Genotyping |                                                       |
| Beta-Cat_Ko_F       | AAT CAC AGG GAC TTC CAT ACC AG  | Genotyping | KO band 631 bp                                        |
| Beta-Cat_Ko_R       | GCC CAG CCT TAG CCC AAC         | Genotyping |                                                       |
| Beta-Cat_Flox_F     | AAG GTA GAG TGA TGA AAG TTG TT  | Genotyping | KO band 500 bp; Flox band 324 bp; WT band 221 bp      |
| Beta-Cat_Flox_R     | CAC CAT GTC CTC TGT CTA TTC     | Genotyping |                                                       |
| Beta-Cat_Flox_F1    | TAC ACT ATT GAA TCA CAG GGA CTT | Genotyping |                                                       |
| b-cat Ex2S_Exon3_F  | GACACCGCTGCGTGGACAATG           | Genotyping | Floxed band 700 bp; Delta band 400 bp; WT band 500 bp |
| b-cat Ex3AS_Exon3_R | GTGGCTGACAGCAGCTTTTCTG          | Genotyping |                                                       |
| Cre_F               | CAA GTT GAA TAA CCG GAA ATG     | Genotyping | Cre band 800 bp                                       |
| Cre_R               | GCC AGG TAT CTC TGA CCA GA      | Genotyping |                                                       |
| Nanog_F             | AGGGTCTGCTACTGAGATGCTCTG        | qRT-PCR    |                                                       |
| Nanog_R             | CAACCACTGGTTTTTCTGCCACCG        | qRT-PCR    |                                                       |
| Hprt_F              | ATGAGCGCAAGTTGAATCTG            | qRT-PCR    |                                                       |
| Hprt_R              | CAGATGGCCACAGGACTAGA            | qRT-PCR    |                                                       |
| Gapdh_F             | TGAAGCAGGCATCTGAGGG             | qRT-PCR    |                                                       |
| Gapdh_R             | CGAAGGTGGAAGAGTGGGAG            | qRT-PCR    |                                                       |
| Oct4_F              | AGACCATGTTTCTGAAGTGCCCG         | qRT-PCR    |                                                       |
| Oct4_R              | CGCCGTTACAGAACCATACTCG          | qRT-PCR    |                                                       |
| T_F                 | TTGAACTTTCTCCATGTGCTGA          | qRT-PCR    |                                                       |
| T_R                 | TCCCAAGAGCCTGCCACTTT            | qRT-PCR    |                                                       |
| Klf2_F              | ACCAAGAGCTCGCACCTAAA            | qRT-PCR    |                                                       |
| Klf2_R              | GTGGCACTGAAAGGGTCTGT            | qRT-PCR    |                                                       |
| Nr0b1_F             | CCAGGCCATCAAGAGTTTCT            | qRT-PCR    |                                                       |
| Nr0b1_R             | CCCTCAATGTATTTACGCA             | qRT-PCR    |                                                       |
| TFCP2L1_F           | GGGGACTACTCGGAGCATCT            | qRT-PCR    |                                                       |
| TFCP2L1_R           | TTCCGATCAGCTCCCTTG              | qRT-PCR    |                                                       |
| Esrrb_F             | ACATTGCCTCTGGCTACCAC            | qRT-PCR    |                                                       |
| Esrrb_R             | CGATGTTGCCTTGAATGGTT            | qRT-PCR    |                                                       |
| Sox17_F             | GCTAGGCAAGTCTTGGAAGG            | qRT-PCR    |                                                       |
| Sox17_R             | CTTGTAAGTTGGGGTGGTCCT           | qRT-PCR    |                                                       |
| Spry2_F             | GGTCTCGGAGCAGTACAAGG            | qRT-PCR    |                                                       |
| Spry2_R             | CTCCGATTTAGGCTGCACTC            | qRT-PCR    |                                                       |
| Arl4c_F             | AGTCTCTGCACATCGTTATGC           | qRT-PCR    |                                                       |
| Arl4c_R             | GGTGTGAAGCCGATAGTGGG            | qRT-PCR    |                                                       |
| Ntn1_F              | TCCAAAGGCAAGCTGAAGAT            | qRT-PCR    |                                                       |
| Ntn1_R              | ACGGTGAAC TTCCACCAGTC           | qRT-PCR    |                                                       |
| Krt18_F             | AGATTGCCAGCTCTGGATTG            | qRT-PCR    |                                                       |
| Krt18_R             | TGGTGACAAC TGTGGTACTC           | qRT-PCR    |                                                       |

# Supplementary material for: Wnt/Beta-catenin/Esrrb signalling controls the tissue-scale reorganization and maintenance of the pluripotent lineage during murine embryonic diapause
**Source:** Nat Commun. 2020 Oct 30;11:5499. doi: 10.1038/s41467-020-19353-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**

**Description:** Gene expression levels in wild-type E14 ES cells grown in 3D culture for 48 h in the presence of CH or DMSO. Genes were considered as deregulated if  $|\log_2FC| > 1$  and  $FDR < 0.01$  using Benjamini-Hochberge multiple test adjustment performed by DEseq2. Related to Figures 3 and Supplementary Fig. 2.

**Title: Supplementary Data 2.**

**Description:** Gene expression levels in wild-type E14 ES cells grown in 3D culture for 48 h in the presence of 2i or Fgf2/Activin. Genes were considered as deregulated if  $|\log_2FC| > 1$  and  $FDR < 0.01$  using Benjamini-Hochberge multiple test adjustment performed by DEseq2. Related to Figures 3 and Supplementary Fig. 2.

**Title: Supplementary Data 3.**

**Description:** List of putative Wnt targets identified via intersecting genes upregulated upon CH treatment, Tcf3 depletion and bound by Tcf3. Related to Figure Supplementary Fig. 2e.

**Title: Supplementary Data 4.**

**Description:** Gene expression levels in Esrrb deleted and floxed ES cells grown in 3D culture for 24 h in the presence of CH. Genes were considered as deregulated if  $|\log_2FC| > 1$  and  $FDR < 0.01$  using Benjamini-Hochberge multiple test adjustment performed by DEseq2. Related to Figures 4 and Supplementary Fig. 4.

**Title: Supplementary Data 5.**

**Description:** List of putative Esrrb targets identified via intersecting genes modulating their expression upon CH / DMSO treatment in wild type ES cells, Esrrb depletion and bound by Esrrb. Two-tailed unpaired Student's t test. Related to Figure Supplementary Fig. 4c.

# Supplementary material for: Wnt/Beta-catenin/Esrrb signalling controls the tissue-scale reorganization and maintenance of the pluripotent lineage during murine embryonic diapause
**Source:** Nat Commun. 2020 Oct 30;11:5499. doi: 10.1038/s41467-020-19353-0
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection FACS Diva for FACS Aria IIu sorter; LAS software for Leica TCS-SP5 and Leica TCS-SP8; Quantstudio 3 qPCR Data Analysis Software.

Data analysis SnapGene GSL Biotech <https://www.snapgene.com/>;  
Fiji <https://fiji.sc/>;  
Tophat2 <http://ccb.jhu.edu/software/tophat/index.shtml>;  
STAR <https://github.com/alexdobin/STAR>;  
DESeq2 <https://bioconductor.org/packages/release/bioc/html/DESeq2.html>;  
MACS2 <http://liulab.dfci.harvard.edu/MACS/>;  
IGV <http://www.broadinstitute.org/igv/>;  
HTSeq [http://htseq.readthedocs.io/en/release\\_0.9.1/](http://htseq.readthedocs.io/en/release_0.9.1/);  
GSEA <http://www.broadinstitute.org/gsea/>; RRID:SCR\_003199  
Affinity Designer <https://affinity.serif.com/en-gb/>  
Graphpad Prism8 <https://www.graphpad.com/scientific-software/prism/>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All RNA sequencing data is deposited to NCBI GEO database with GEO accession number: GSE141773 [ <https://www.ncbi-nlm-nih-gov.ezproxy.u-pec.fr/geo/query/acc.cgi?acc=GSE141773> ]

The source data for Figs.1b, 2b, 2e, 2f, 3c, 3i, 3l, 4c, 4i, 5d, 5f, 6c, 6d, 6e, 7c, 7d, 7f, 8b, 8d, 8f and Supplementary Figs. S1e, S2e, S3c, S4c, S4e, S7b, S7d and S7f are provided as a Source Data file.

There is no restriction on data availability.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For RNA-sequencing analysis, we analyzed 3 samples for each culture condition. The embryos we used in each experiment ranging from 4 to 43 and the cells we measured in each experiment ranging from 36 to 143. The exact numbers of the embryos we used and the cells we measured were given in each figure. No statistical method was used to determine sample size. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                               |
| Replication     | All experiments were performed at least three times.                                                                                                                                                                                                                                                                                                                   |
| Randomization   | Not applicable.                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Not applicable.                                                                                                                                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Mouse monoclonal anti-Esrrb R&D systems Cat# PP-H6705-00; RRID: AB\_1964232  
 Mouse monoclonal anti-Nanog Cell signaling technology Cat# 8822; RRID:AB\_11217637  
 Goat polyclonal anti-Sox17 R&D Cat# AF1924, RRID:AB\_355060  
 Mouse monoclonal anti-Oct4 Cell signaling technology Cat# 83932, RRID:AB\_2721046  
 Rabbit polyclonal Anti-Pard6B1 Santa Cruz Biotechnology Cat# sc-67393, RRID:AB\_2267889  
 Mouse monoclonal Anti-Pard6B1 Santa Cruz Biotechnology Cat# sc-166405, RRID:AB\_2267890

Rabbit monoclonal anti-Sox2 Cell signaling technology Cat# 23064, RRID:AB\_2714146  
 Mouse monoclonal Anti-E-Cadherin BD Biosciences Cat# 610182, RRID:AB\_397581  
 Goat polyclonal Anti-GFP R&D Cat# AF4240, RRID:AB\_884445  
 Rabbit polyclonal anti-Eomes Abcam Cat# ab23345, RRID:AB\_778267  
 Anti-beta-Catenin BD Biosciences Cat# 610154, RRID:AB\_397555  
 Rat monoclonal Anti-Podocalyxin R&D Cat# MAB1556, RRID:AB\_2166010  
 Rabbit monoclonal Cleaved Caspase-3 Cell Signaling Technology Cat# 9664, RRID:AB\_2070042  
 Rabbit polyclonal Spry2 Thermo Cat#PA5-98172, RRID:AB\_2610256

## Validation

The primary antibodies in this study are previously validated and all relevant information can be found in the Resource Identification Portal using the respective RRID number

## Eukaryotic cell lines

### Policy information about [cell lines](#)

## Cell line source(s)

Mouse: EpiSC\_E3: Tg(GOF18-EGFP) cell line from (Greber et al., 2010)  
 Mouse: ESC\_WT\_E14 provided by Hans R. Schöler's lab  
 Mouse: ESC\_IBc144\_TetON-Esrrb produced in this paper  
 Mouse: ESC\_Esrrb fl/fl-mKO2; MerCreMer the same cell line from (Adachi et al., 2018)  
 Mouse: ESC\_beta-catenin fl/fl cell line from (Brault et al., 2001)  
 Mouse: ESC\_TCF/Lef:H2B-GFP produced in this paper  
 Mouse: ESC\_beta-catenin Exon-3 fl/fl Gift from Prof. Rolf Kemler  
 Mouse: ESC\_IBc13\_beta-catenin Exon-3 fl/fl; Cre-ERT2 produced in this paper  
 Mouse: ESC\_IBc74\_GSK\_mutated\_beta-catenin produced in this paper  
 Mouse: ESC\_IBc19\_beta-catenin fl/fl; Cre-ERT2 produced in this paper  
 Mouse: ESC\_IBc76\_beta-catenin fl/fl; Cre-ERT2;Eα-fusion produced in this paper  
 Mouse: ESC\_IBc81\_Nr0b1 produced in this paper  
 Mouse: ESC\_IBc84\_Tfcp2l1 produced in this paper  
 Mouse: ESC\_IBc83\_Nanog produced in this paper  
 Mouse: ESC\_IBc85\_Klf2 produced in this paper  
 Mouse: ESC\_IBc82\_Esrrb produced in this paper  
 Mouse: ESC\_IBc139\_Ntn1 produced in this paper  
 Mouse: ESC\_IBc140\_Krt18 produced in this paper  
 Mouse: ESC\_IBc141\_Arl4c produced in this paper  
 Mouse: ESC\_IBc142\_Spry2 produced in this paper  
 Mouse: ESC\_IBc143\_TetON-Spry2 produced in this paper  
 Mouse: ESC\_IBc286\_beta-catenin fl/fl; Cre-ERT2;Eα-fusion; Esrrb produced in this paper

## Authentication

The genotype of all newly established cell lines were verified by PCR, Western blot or immunofluorescence. The results of these analysis are provided in the main and supplementary figures.

## Mycoplasma contamination

These cell lines are negative for mycoplasma contamination:  
 Mouse: EpiSC\_E3: Tg(GOF18-EGFP) cell line from (Greber et al., 2010)  
 Mouse: ESC\_WT\_E14 provided by Hans R. Schöler's lab  
 Mouse: ESC\_Esrrb fl/fl-mKO2; MerCreMer the same cell line from (Adachi et al., 2018)  
 Mouse: ESC\_TCF/Lef:H2B-GFP produced in this paper  
 Mouse: ESC\_beta-catenin Exon-3 fl/fl Gift from Prof. Rolf Kemler  
 Mouse: ESC\_IBc13\_beta-catenin Exon-3 fl/fl; Cre-ERT2 produced in this paper  
 Mouse: ESC\_IBc74\_GSK\_mutated\_beta-catenin produced in this paper

These cell lines are not tested for mycoplasma contamination:  
 Mouse: ESC\_IBc81\_Nr0b1 produced in this paper  
 Mouse: ESC\_IBc84\_Tfcp2l1 produced in this paper  
 Mouse: ESC\_IBc83\_Nanog produced in this paper  
 Mouse: ESC\_IBc85\_Klf2 produced in this paper  
 Mouse: ESC\_IBc82\_Esrrb produced in this paper  
 Mouse: ESC\_IBc139\_Ntn1 produced in this paper  
 Mouse: ESC\_IBc140\_Krt18 produced in this paper  
 Mouse: ESC\_IBc141\_Arl4c produced in this paper  
 Mouse: ESC\_IBc142\_Spry2 produced in this paper  
 Mouse: ESC\_IBc143\_TetON-Spry2 produced in this paper  
 Mouse: ESC\_IBc144\_TetON-Esrrb produced in this paper  
 Mouse: ESC\_IBc19\_beta-catenin fl/fl; Cre-ERT2 produced from this paper  
 Mouse: ESC\_IBc76\_beta-catenin fl/fl; Cre-ERT2;Eα-fusion produced from this paper  
 Mouse: ESC\_IBc286\_beta-catenin fl/fl; Cre-ERT2;Eα-fusion; Esrrb produced from this paper

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Mouse: WT C57BL/6 Bred in house  
Mouse: WT CD1 Bred in house  
Mouse: WT B6C3F1 Bred in house  
Mouse: TCF/Lef:H2B-GFP (Ferrer-Vaquer et al., 2010)  
Mouse: beta-catenin fl/fl (Brault et al., 2001)  
Mouse: Esrrb fl/fl (Adachi et al., 2018)  
Mouse: Wntless fl/fl (Carpenter et al., 2010)  
Mouse: Zp3-Cre (Lewandoski et al., 1997)

Wild animals

No wild animals were used in this work.

Field-collected samples

No Field-collected samples were used in this work

Ethics oversight

Animal experiments and husbandry were performed according to the German Animal Welfare guidelines and approved by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (State Agency for Nature, Environment and Consumer Protection of North Rhine-Westphalia)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For sorting Venus positive cells, cells were dissociated using trypsin and transferred into PBS supplemented with 3% FCS.

Instrument

FACSAria IIu sorter (BD biosciences) was used for sorting and analysis.

Software

FACSDiva for sorting and FlowJo for analysis

Cell population abundance

After the sorting the cell population identity and abundance was verified by transgene expression using immunofluorescence staining.

Gating strategy

Single viable cells were first selected based on forward scatter area/side scatter area and forward scatter width/forward scatter area gating to select for live cells and then sorted for Venus expression.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Wnt/Beta-catenin/Esrrb signalling controls the tissue-scale reorganization and maintenance of the pluripotent lineage during murine embryonic diapause
**Source:** Nat Commun. 2020 Oct 30;11:5499. doi: 10.1038/s41467-020-19353-0

Figure S3b

Esrrb and Nanog overexpression

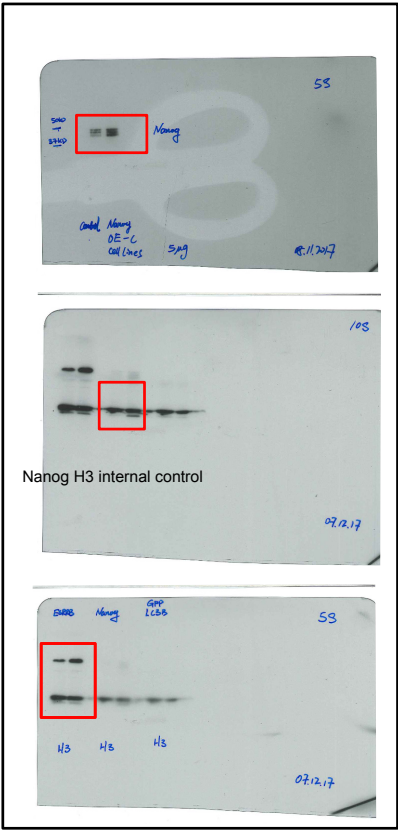

Figure 4a

Esrrb deletion

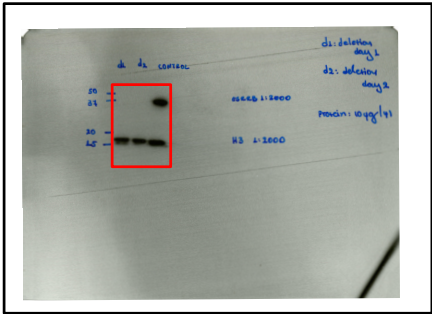

Figure S1c

Beta-catenin deletion

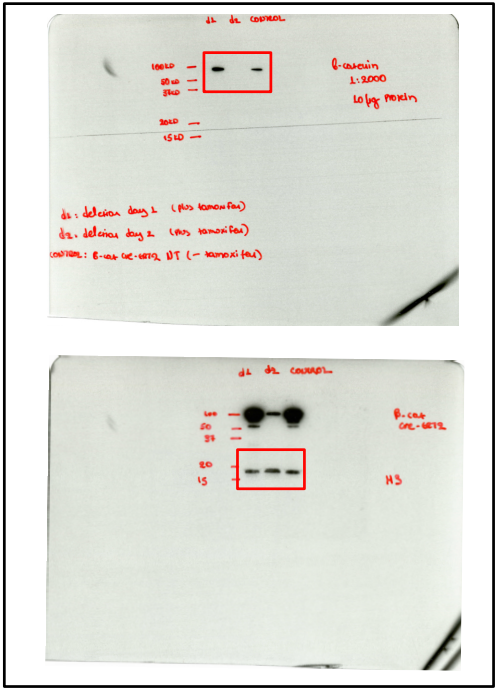

Figure S1a

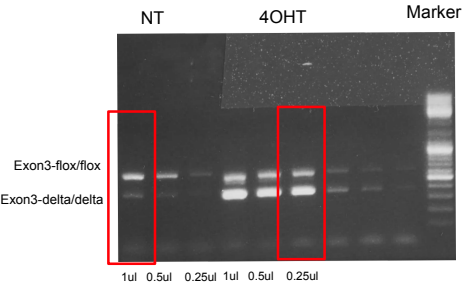

Figure S1b

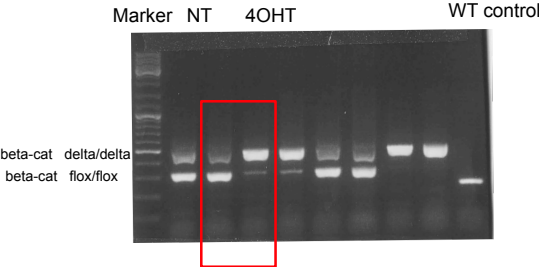

FACS plot for sorting Venus positive cells

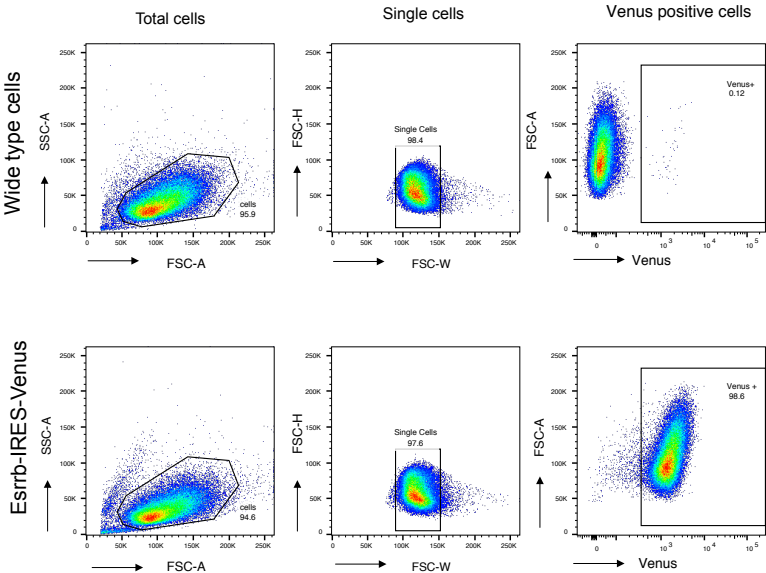

**Supplement:** Supplementary file 10 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

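RNA sequencing of 18 samples was used, 3 in each of 6 groups. Wild-type E14 ES cells had been grown in 3D culture in DMSO, CH, 2i or Fgf2/Activin, and Esrrb fl/fl ES cells in CH with or without prior deletion of Esrrb by 4OHT. Each sample was assigned to its group and replicate number from the labels of the samples, read against the paper's methods, and every column of the count table belonged to one of these samples. The values are counts: the authors aligned the reads to mm10 with TopHat2, counted them on the Ensembl genes of GRCm38 with HTSeq's option for unstranded libraries, and deposited the whole-number counts of 49671 genes without normalisation or filtering. Of these genes, 31411 had a count in at least one sample. The paper's text does not name the Ensembl release.

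From the counts, differential expression was computed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. The 12 samples of the wild-type cultures were fitted together, with one coefficient per culture condition, and the 6 samples of the Esrrb fl/fl cells in a separate fit. Counts were scaled by TMM, genes with low counts were removed with filterByExpr, and genes were tested with edgeR's quasi-likelihood functions glmQLFit and glmQLFTest. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.01 and an absolute log2 fold change above 1, the thresholds in the paper's methods. A prior count of 2 was among the settings, but the log2 fold changes of single genes do not carry it. Cdx1, without counts in DMSO, had 12.71 between CH and DMSO, more than a prior of 2 counts allows. Where all samples of a group had at most 3 counts, the fold change is given as a lower bound against 3 counts. The principal component analysis used the variance-stabilised counts of DESeq2 1.42.0 for the 500 genes with the largest variance. Arl4c, Krt18, Ntn1 and Spry2 were also compared between the 6 polarised and the 6 non-polarised cultures with a two-sided exact permutation test on log2(CPM + 1).

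Gene sets were tested with limma's camera, two-sided, at an inter-gene correlation of 0.01 and an adjusted p-value under 0.05, with adjustment over the 3 sets tested between CH and DMSO or the 4 tested between Esrrb null and Esrrb floxed cells. The KEGG sets and the GSEA program of the paper were not used here. The sets were lists of genes of the same structures and pathways, written by hand, and Reactome's sets served as an alternative.

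Symbols, positions, GC content and exon overlaps came from GENCODE's mouse annotation of GRCm38, in which 49412 of the identifiers were found. Transcripts of the named genes were compared with all other transcripts with blastn 2.17.0, and a match of at least 75 bases at 95% identity or more was taken as sequence that reads could share. The plot of both comparisons was drawn with matplotlib 3.10.9 in Python 3.11.15.

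The genes named in the text follow a rule. They are the genes the paper names for these data, the markers it names for the same cell states, the other Sprouty genes, and for each comparison the 3 genes with the largest change in each direction among the genes called that had a mean of at least 100 counts and no overlap between the groups. Not every gene that meets this rule is reported here. Genes named outside this rule are stated to have been chosen after their values were seen. The sample groups, the tests of differential expression and of gene sets, the gene lists, this rule and all but 1 of the alternatives were chosen before the data were examined.

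The replicate numbers come from the labels of the samples, in which each condition has replicates 1 to 3. The paper's methods do not use them as a block, so the block was fitted as an alternative. Its values are given for the numbers of genes called, the gene sets and most of the genes named. Over the 4 culture conditions, same-numbered samples had a mean correlation of 0.57 of their deviations from the group means and samples with different numbers -0.22, across 11200 genes, which are not independent replicates.

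The other alternatives were DESeq2's size factors in place of TMM, no filter on low counts, at least 10 counts in every sample, DESeq2's test of no change, DESeq2's test and edgeR's glmTreat against a log2 fold change of 1, no minimum fold change, a fit of only the 6 samples compared, an unadjusted p-value under 0.02 for the overlap of the comparisons, an estimated inter-gene correlation, Reactome's sets, all genes or log2 CPM in the principal component analysis, and each replicate left out in turn. Genes to which DESeq2 gave no adjusted p-value were treated as not called.

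The total counts per sample, between 19915222 and 20140699 in the Esrrb fl/fl cells and between 25388139 and 37158661 in the wild-type cultures, set the precision for genes with few counts, and the standard errors include the variation between replicates. The counts are of reads and not of single molecules, so a floor of 3 counts covers counting error only. The tests were first run on simulated counts with the means and library sizes of the real samples, in which 200 genes were changed by known amounts. These genes were drawn from those above a minimum mean count, and all changes were above the minimum fold change for a call. Genes were simulated independently of each other and without an effect of the replicate number. With 16004 genes tested, edgeR's quasi-likelihood test called 190 of the 200 in the design of the wild-type cultures (95%), and it called all 200 with 14639 genes tested in the design of the Esrrb fl/fl cells. This recovery does not cover changes near a log2 fold change of 1 or genes with few counts. In a gene set of 58 genes simulated with a shift of 0.5 (log2) in the wild-type cultures, the measured mean was 0.48.

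The chromatin binding of Tcf3 and Esrrb and the expression of Tcf3-null cells were taken as lists from the paper's supplementary data and were not analysed here, since their reads come from other studies. Experiments of the paper without counts in the table, such as stainings, quantitative PCR and embryos, were not analysed here.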

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

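The tests of normalisation, of the replicate number, of reads shared with another gene and of exchanged labels were chosen as tests of these results only after the results were seen, although DESeq2's size factors and the replicate block had been planned as alternatives, whereas the other tests were chosen before.

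Pairs of cultures that the paper does not compare showed genes past its thresholds. Between CH and 2i, 326 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 274 higher in CH and 52 higher in 2i. The genes with the largest changes among those with a mean of at least 100 counts, chosen after their values were seen, included Egr1, which had 152 ± 14.6 CPM (SD, n = 3) in CH and 1.26 ± 0.443 CPM (SD, n = 3) in 2i. Its log2 fold change was 6.93 (standard error 0.28, adjusted p = 9.75e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trim67 and Alox15 followed with 4.44 and 4.42, and Prdm14 changed the other way, by -1.91.

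The number of genes called between CH and 2i was 328 with DESeq2's size factors, 308 with the counts thinned to the smallest total, 325 without the 10 most counted genes of each sample and 324 with an offset for GC content and gene length. With the replicate number as a block it rose to 672, and in that fit it was 634 with thinned counts and 656 with the GC content and length offset. None of these settings lowered the count by more than 1.5 times. However, DESeq2's size factors, the removal of the most counted genes and the GC content and length offset hardly moved it and so say little about those causes. Of the 4 splits of the 6 samples into 3 and 3 that part all same-numbered pairs, the real one included, only 1, the real one, gave as many genes. Every other split gave 0 genes, including the 6 of the 10 possible splits that part a single pair. With 4 splits the share cannot fall below 0.25, so the share alone cannot rule out a chance arrangement of the samples. The 0 genes in every other split, against 326, argue against such an arrangement. The MEK inhibitor, which 2i contains and CH does not, is the only difference recorded between these cultures. They share cell line, passage, time in culture and the concentration of CHIR99021. The 326 genes therefore measure the addition of the MEK inhibitor to CHIR99021, as far as the labels go. The effect of the inhibitor without CHIR99021 was not analysed here.

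Between DMSO and Fgf2/Activin, both of which polarise, 205 genes were called by the same test, 57 higher in DMSO and 148 higher in Fgf2/Activin. Among the genes with large differences, again chosen after their values were seen, Lefty2 and Lefty1 had log2 fold changes of -8.00 and -7.26 (DMSO over Fgf2/Activin), and Id1 had 3.06. The count was 214 with DESeq2's size factors, 202 with thinned counts, 208 without the 10 most counted genes, 210 with the GC content and length offset and 424 with the replicate number as a block, where thinned counts gave 419 and the offset 416. Apart from the fits with the block, these settings hardly moved the count and so say little about the causes they stand for. Again 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes. That share alone cannot rule out a chance arrangement, but the 0 genes in every other split, against 205, argue against it. Apart from the solvent, the joint addition of Activin A and Fgf2 is the only difference recorded between these cultures, which share cell line, passage and time. The 205 genes therefore measure this joint addition, as far as the labels go. The design cannot separate Activin A from Fgf2.

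The mesendodermal markers T and Mixl1, which the paper's supplementary tables list but its text does not discuss for these cells, were higher in Esrrb null than in Esrrb floxed cells. T had 402 ± 77.1 CPM (SD, n = 3) in null and 42.9 ± 5.58 CPM (SD, n = 3) in floxed cells, a log2 fold change of 3.23 (standard error 0.15, adjusted p = 2.20e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mixl1 had 11.8 ± 2.31 and 0.45 ± 0.16 CPM (SD, n = 3 each), a log2 fold change of 4.69 (standard error 0.27, adjusted p = 4.81e-06 from the same test). Both were higher in all 3 null samples than in all 3 floxed samples. T is also among the genes raised by CH, with a log2 fold change of 10.16 between CH and DMSO.

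The log2 fold change of T was 3.21 with DESeq2's size factors, 3.23 without the 10 most counted genes of each sample, 3.28 with the GC content and length offset and 3.22 with the replicate number as a block. For Mixl1 the values were 4.68, 4.69, 4.84 and 4.69. The size factors, the removal of the most counted genes and the block hardly moved either gene, so these settings say little about the causes they stand for. The share of the longest transcript that matches a transcript of another gene was 0% for T and 0% for Mixl1. An exchange of labels was also tested: all 3 samples labelled Esrrb null had fewer Esrrb counts than every floxed sample. The lowest value among the null samples was 313 CPM for T and 9.20 CPM for Mixl1, but counts summed over all cells of a culture would look alike whether all cells or a subset expressed these genes. The increase therefore cannot be told apart from a mixed sample that holds some differentiating cells. That loss of Esrrb in the presence of CH may release mesendodermal genes is a hypothesis that these counts leave open.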

How the results depend on the processing

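No test of this part was chosen after a result was seen, except the fit of replicates 2 and 3 only, which was chosen after seeing the data.

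For the 25 results that answer a comparison, 387 values were computed under alternatives. Of these, 330 were labelled unchanged, 11 no longer passed a threshold, 3 newly passed one and 43 moved. For gene sets and single genes, unchanged meant the same direction and the same side of the threshold. A number of genes was labelled unchanged while it stayed within a fixed factor of the main value, whatever the replicate spread. For genes higher in CH than in DMSO, 1233 in the main fit, 856 with only the 6 samples compared was thus labelled unchanged. The 800 with at least 10 counts in every sample was labelled moved. Numbers of genes and shares of variance have no direction that could reverse. No direction reversed among the other results. The 131 results for named genes gave 1878 values, of which 1797 kept direction and call, 52 lost the call, 23 gained it and 6 reversed.

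With at least 10 counts in every sample, 800 genes were higher and 955 lower in CH, 1333 were lower in 2i, 562 were called in both comparisons and 262 of the paper's Esrrb-bound genes were called in both. The focal adhesion set passed its threshold between CH and DMSO under this filter (mean log2 fold change -0.37). DESeq2's test against a log2 fold change of 1 gave 497 genes higher and 690 lower in CH, 665 and 1273 in 2i, and 617 and 131 in Esrrb null cells. It called 202 genes in both comparisons, 115 of them among the Esrrb-bound genes, and it did not call Spry2 between polarised and non-polarised cultures (-1.09). With edgeR's glmTreat the numbers were 534 and 774, 785 and 1446, and 793 and 174, with 253 genes in both comparisons, 146 Esrrb-bound genes and no call for Spry2 (-1.10). Without a minimum fold change, 2246 genes were higher in CH, 2922 higher in 2i, 3664 higher and 2957 lower in Esrrb null cells, and 2201 were called in both comparisons. The share of calls that were higher in Esrrb null cells was 76.8% with TMM and 76.0% with DESeq2's size factors, and it was 55.3% without a minimum fold change. The cause of these changes was not tested.

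With the inter-gene correlation estimated from the samples, 6 sets no longer passed the threshold although their mean log2 fold changes are fixed by the same values: adherens junction (-0.34) and tight junction (-0.59) between CH and DMSO, and MAPK signalling (0.52), apoptosis (0.45), focal adhesion (0.60) and tight junction (0.64) between Esrrb null and floxed cells. With Reactome's sets, MAPK signalling (0.40), apoptosis (0.19) and tight junction (0.66) did not pass in the Esrrb comparison. The cause was not tested.

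In the principal component analysis of all genes, PC1 and PC2 held 72.5% and 10.8% of the variance of the cultures, and 87.2% and 8.45% of that of the Esrrb samples. With log2 CPM, PC2 of the Esrrb samples held 2.59%. When one replicate was left out at a time, PC1 of the cultures ranged from 86.5% to 89.1% and PC2 from 4.04% to 5.87%, and for the Esrrb samples PC1 ranged from 95.3% to 97.8% and PC2 from 1.88% to 3.82%. The cause was not tested.

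Across the 6 fits that each left out one replicate, genes higher in CH numbered from 1001 to 1245 and genes lower from 1270 to 1670. In 2i the ranges were 1279 to 1388 and 1980 to 2187, and in Esrrb null cells 1701 to 1930 and 482 to 596. Genes called in both comparisons ranged from 793 to 996 over 12 such fits. The mean of the focal adhesion set between CH and DMSO ranged from -0.37 to -0.22, and it passed the threshold without DMSO replicate 2 or 3. The other sets, and Arl4c, Krt18, Ntn1 and Spry2 between polarised and non-polarised cultures, kept their calls in all of these fits. With replicates 2 and 3 only, an alternative chosen after seeing the data, 1600 genes were higher and 2202 lower in CH, and 1971 higher and 635 lower in Esrrb null cells.

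The values that reversed belong to genes that were not called, in fits with one replicate left out. Tcf7l2 ranged from -0.33 to 0.078 between CH and DMSO, and turned positive without DMSO replicate 3. Between Esrrb null and floxed cells, Tbx3 ranged from -0.17 to 0.053, Prdm14 from -0.23 to 0.028 and Podxl from -0.36 to 0.10, and Podxl was also positive without floxed replicate 2 (0.053) and floxed replicate 3 (0.0022). The cause was not tested.

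Depth limits the genes with few counts. Sox17 had between 6 and 9 counts in the Esrrb null samples and at most 2 in the floxed samples, which shows a difference of at least 1.83-fold and no more. For Cdx1, Sp5 and the other genes at or under 3 counts in a group, the size of the change cannot be measured beyond its lower bound. Their rank among the largest changes rests on fitted values only.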

Differences from the paper's values

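No test was chosen for this part after a difference was seen. Of 91 log2 fold changes of named genes in the paper's supplementary tables, none differed from the values here by more than the larger error. These include genes with at most 3 counts in a group, such as Cdx1 in DMSO, whose log2 fold changes have large errors and for which the comparison carries little weight. Of 12 other values, 6 differed, all of them numbers of genes called. A number of genes was taken to differ where one value was more than 1.5 times the other, and an alternative is said to come within that limit where it was not.

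The paper's text gives 605 genes upregulated and 128 downregulated in Esrrb null cells, and the values here were 1909 and 576. With DESeq2's test against a log2 fold change of 1 the numbers were 617 and 131 and with edgeR's glmTreat 793 and 174, all within that limit, which none of the other alternatives set before the data were examined reached. DESeq2's test of no change gave 1813 and 559 at the same thresholds, which argues against the choice of program alone as the cause. The paper's methods name DESeq2 and the thresholds, but not whether fold changes were tested against 1. Between CH and DMSO, the paper's Supplementary Data 1 lists 520 genes higher and 699 lower, against 1233 and 1674 here. DESeq2's test against a log2 fold change of 1 gave 497 and 690 and glmTreat 534 and 774, all within the limit. At least 10 counts in every sample came within it for the genes lower in CH (955) but not for those higher (800), and the other alternatives set before the data were examined did not.

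Between 2i and Fgf2/Activin, the paper shows about 710 genes higher and about 1300 lower in Supplementary Fig. 2a, read by eye, against 1498 and 2359 here. DESeq2's test against a log2 fold change of 1 gave 665 and 1273, glmTreat 785 and 1446, and the filter of at least 10 counts in every sample 999 and 1333, all within the limit although 999 is still above the paper's value, and the other alternatives set before the data were examined did not.

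The paper's gene set enrichment names focal adhesion among the sets enriched in DMSO over CH. The focal adhesion set here had a mean log2 fold change of -0.31 and did not pass its threshold (adjusted p = 0.0818 from camera with Benjamini-Hochberg adjustment). It passed with at least 10 counts in every sample (adjusted p = 0.0160 from camera) and in the fits without DMSO replicate 2 or DMSO replicate 3 (adjusted p = 0.0227 and 0.0408 from camera). Over all alternatives of this set the adjusted p-values from camera ranged from 0.0160 to 0.503. The sets tested here were not KEGG's, and a test on the KEGG set itself was not run.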

Other observations

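The tests of normalisation, of the replicate number and of a batch of replicate 1 were chosen as tests of these patterns only after the results were seen, although DESeq2's size factors and the replicate block had been planned as alternatives, and the other tests before.

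For each comparison, the number of genes called was recomputed for the 4 splits of the 6 samples into 3 and 3 that part all same-numbered pairs. Only 1 of the 4 splits, the real one, gave as many genes for CH against DMSO, 2i against Fgf2/Activin, Esrrb null against floxed and the genes called in both comparisons. The real splits gave 2907, 3857, 2485 and 959 genes, and the others of this kind gave 0 genes each time. The remaining 6 of the 10 possible splits part a single same-numbered pair and also gave 0 genes. For the gene sets the real split also gave the largest mean change. The absolute mean log2 fold change of the tight junction set between CH and DMSO was 0.59, against 0.16 to 0.23 in the other splits that part all pairs and 0.02 to 0.39 in those that do not. The focal adhesion set had 0.31 against 0.03 to 0.17 and 0.04 to 0.25, and the adherens junction set 0.34 against 0.08 to 0.14 and 0.07 to 0.17. Between Esrrb null and floxed cells the MAPK signalling set had 0.52 against 0.14 to 0.21, the apoptosis set 0.45 against 0.11 to 0.18, the focal adhesion set 0.60 against 0.15 to 0.23 and the tight junction set 0.64 against 0.12 to 0.26. A share of 1 of 4 is 0.25, the smallest the design can give, so the share alone cannot rule out a chance arrangement. For the numbers of genes called, the 0 genes in every other split argue against a chance arrangement. For the gene sets it stays open, since the other splits gave smaller changes but not 0.

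Replicate 1 stood apart from replicates 2 and 3 in all 6 groups. The smallest chi-square per gene between replicate 1 and another replicate was between 5.39 and 10.5 times that between replicates 2 and 3. With the counts of every sample thinned to the smallest total, the smallest ratio over the 6 groups was 5.34, and GC content and gene length explained at most 6.68% of the variance across genes of the deviation of replicate 1, which leaves depth, GC content and length out as explanations. Across 10093 genes, which are not independent replicates, the deviation of replicate 1 correlated between all pairs of the 4 cultures, with r from 0.548 to 0.83, and between Esrrb null and floxed cells with r = 0.562. Between the experiments r lay from -0.04 to 0.22. The largest shared deviations, chosen after their values were seen, were those of Myl9 (2.62) and Fabp3 (2.60) upwards and Cntfr (-2.57) and Gmnc (-2.33) downwards, as means in log2. A candidate explanation is that replicate 1 was cultured or prepared as a batch of its own within each experiment, but no batch is recorded in the labels used here. The design offers no biological explanation for the replicate number, and none was tested.

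Of the genes called both between CH and DMSO and between Esrrb null and floxed cells, 76.9% changed in opposite directions. The share was 76.9% with DESeq2's size factors, 77.1% with counts thinned to the smallest total, 76.9% without the 10 most counted genes of each sample, 75.2% with the GC content and length offset, 75.1% with the replicate number as a block and 75.8% among the 413 genes with a mean of at least 100 counts. Over all settings it lay between 68.2% (no minimum fold change) and 80.7%. Leaving out the most counted genes did not change the share or the number of genes, and DESeq2's size factors hardly did, so these settings say little about a few highly counted genes or the normalisation as a cause. The thinned counts, the offset, the block and the minimum of 100 counts changed the share by little and did not bring it to 60% or less. Part of the share follows from lopsided calls, with 1233 genes higher and 1674 lower in CH, and 1909 higher and 576 lower in null cells. Independent signs would thus already give more opposite than same directions. A hypothesis is that part of the response to CH passes through Esrrb. It was not tested against the difference in cell line and in time in culture, 48 h in the wild-type cultures and 24 h in the Esrrb fl/fl cells, which the design does not separate from it.

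Among the genes called higher in CH than in DMSO, 181 were also higher in Esrrb null cells, that is, they rose again upon loss of Esrrb. It was asked whether these genes may be released from repression by Tcf3, in which case a larger share of them than of the genes that fell would be in the paper's list of genes upregulated in Tcf3-null ES cells. The opposite was found. The list held 7 of the 181 genes (3.87%), against 59 of the 198 genes that fell in Esrrb null cells (29.8%) and 69 of the 721 that were not called there (9.57%). The odds ratio was 0.0953 (two-sided Fisher's exact test, p = 3.67e-12, with genes as units, which are not independent replicates). The predicted larger share was therefore not found. The comparison cannot decide whether release from Tcf3 accounts for the increase, because all of these genes had already been raised by CH. The list also records expression in Tcf3-null ES cells and not the change upon loss of Esrrb.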
